# Mitochondrial Abundant Heat Soluble (MAHS) Protein Expression Modulates Metabolic Dynamics in Human Adipose-Derived Stem Cells

**DOI:** 10.3390/ijms27146289

**Published:** 2026-07-15

**Authors:** Jordan L. Rolsma, Julieanna Li, Ruthia Soh, Connor Nieh, Bryce Yeh, William Darch, Nicole zur Nieden, Joshua T. Morgan

**Keywords:** mitochondria, tardigrade, mitochondrial heat-soluble

## Abstract

Adipose-derived stem cells (ASCs) possess substantial regenerative potential, with lineage fate tightly coupled to metabolic dynamics. In prior work, we found that expression of the tardigrade-derived protein Mitochondrial Abundant Heat Soluble (MAHS) increased stress tolerance and promoted ASC osteogenic differentiation over adipogenic differentiation, although the mechanism remained unclear. Here, we leverage transcriptomic and functional assays to investigate how MAHS expression influences ASC metabolism. Transcriptomic profiling revealed incomplete adipogenic activation alongside upregulation of ossification-associated genes (e.g., *SERPINF1*), as well as broader changes in metabolic, Wnt, and YAP signaling pathways consistent with a shift toward osteogenic programming. Functionally, MAHS-expressing ASCs exhibited increased matrix calcium deposition in osteogenic culture, as well as decreased ATP and cAMP levels during basal culture. Further, treatment with forskolin increased cAMP levels, while forskolin or Compound C increased lipid accumulation in MAHS-expressing ASCs. Together, these findings suggest that MAHS expression perturbs metabolic dynamics and signaling networks in ASCs and may contribute to impaired adipogenesis and reinforcement of osteogenic bias. More broadly, this work highlights potential regulatory points that could be targeted to restore lineage balance in metabolically disrupted ASCs.

## 1. Introduction

Human adipose-derived stem cells (ASCs) are increasingly used in regenerative tissue repair, recognized for their multilineage differentiation capabilities, promotion of tissue repair, and beneficial immunomodulatory effects [1]. However, ASC therapeutic efficacy is often limited by various environmental and internal stressors, including cryopreservation stress, injection shear forces, and nutrient deprivation within damaged tissue microenvironments [2,3,4,5,6]. These stressors can reduce ASC viability, necessitating higher cell therapeutic doses or repeated treatment administrations that pose clinical application challenges.

One useful approach to enhancing ASC viability is transgenic expression of cytoprotective proteins. Mitochondrial Abundant Heat Soluble (MAHS), a protein derived from the extremophilic animal species *Ramazzottius varieornatus*, has been shown to confer enhanced survival characteristics to HEp-2, endothelial, and ASC lines under various stress conditions [7,8,9]. In prior work, we demonstrated that MAHS-expressing ASCs experienced increased viability during chronic dimethyl sulfoxide (DMSO) exposure, shear stress during injection simulations, and metabolic stress during nutrient depletion [8]. However, we also observed altered differentiation behavior. Specifically, MAHS-expressing ASCs cultured in osteogenic media showed increased alkaline phosphatase activity, and cells cultured in adipogenic media reduced BODIPY-positive lipid accumulation, indicative of enhanced early osteogenesis and impaired adipogenesis, respectively [8]. Importantly, further studies demonstrated that robust lipid droplet formation could be induced with increased glucose supplementation, suggesting that adipogenic differentiation is altered, but not abolished, by MAHS expression.

Because MAHS is an exogenous protein with no known human homolog, its relevance lies not in modeling endogenous human physiology, but in its potential use as a cell engineering tool to improve the stress tolerance of therapeutic cells. As the differentiation changes described above will influence potential therapeutic applications, understanding how MAHS influences ASC differentiation is critical for evaluating its broader implications in regenerative medicine as a cell engineering strategy. In this study, we aim to elucidate the molecular and cellular pathways influenced by exogenous MAHS expression in ASCs, with the goal of identifying the mechanisms responsible for the observed differentiation phenotype to aid in the rescue of adipogenic capacity. As adipogenic and osteogenic differentiation are governed by highly interconnected signaling networks, interested readers are directed to detailed schematics and mechanistic overviews of these processes available in comprehensive reviews [10,11,12], with key aspects highlighted here.

Metabolism is a critical component of differentiation and maintenance of stemness in ASCs [13]. One key metabolic regulator is AMP-activated protein kinase (AMPK), which influences ASC fate by promoting and inhibiting catabolic and anabolic pathways, respectively [14]. AMPK activation can support osteogenesis while simultaneously suppressing adipogenesis through modulation of mTOR and other downstream lineage commitment markers [15]. Another key metabolic sensor, cyclic adenosine monophosphate (cAMP), has important implications in early and late stages of adipogenic and osteogenic differentiation. Notably, low initial cAMP levels are conducive to osteogenesis, as its upregulation during the early stages of osteogenic differentiation has been shown to downregulate osteogenic markers such as *RUNX2*, *SP7*, and *IBSP* [16]. However, late-stage cAMP upregulation promotes osteocalcin production and mineralization, suggesting that temporal cAMP regulation is necessary for optimal osteogenic differentiation [16]. Conversely, elevated cAMP can enhance adipogenesis and adipocyte maturation through activation of exchange protein directly activated by cAMP (Epac) and cAMP-dependent protein kinase (PKA) [17], as well as through cyclin E-mediated sensitization of growth-arrested ASCs to apoptosis induced by DNA damage [18]. These observations highlight the dual and stage-dependent effects of cAMP in stem cell fate decisions, with AMPK activity acting in opposition to cAMP signaling in the context of energetic stress. This emphasizes the necessity of tightly controlled cAMP regulation to ensure proper differentiation and maturation processes. cAMP levels can be experimentally modulated in ASCs using well-known stimulators such as the adenylyl cyclase activator forskolin (FSK) [16].

Exogenous expression of MAHS may have unspecified effects in ASCs. Prior work has hypothesized that MAHS may embed within the mitochondrial membrane of other human cell types [7,19]. This may disrupt cellular mitochondrial membrane potential and have further effects on downstream metabolic pathways pertaining to the production of ATP and cAMP [20,21]. If present, these metabolic changes may be involved in the altered differentiation potential of ASCs, as metabolism has been shown to play a critical role in expression of genes guiding osteogenic and adipogenic differentiation (e.g., *ALPL* and *CEBPA*) [22,23,24,25,26].

Herein, we investigate the impact of MAHS expression on metabolic dynamics in ASCs, with particular focus on its role in modulating pathways involved in energy regulation and lineage commitment. Specifically, we perform transcriptomic analysis via bulk RNA sequencing and a series of targeted functional assays assessing mitochondrial membrane potential, intracellular ATP levels, and cAMP signaling. We also examine the potential for rescue of the impaired adipogenic phenotype in MAHS-expressing ASCs using FSK and Compound C.

## 2. Results

### 2.1. MAHS Expression Broadly Alters ASC Transcriptomics

To address the broad question of whether MAHS functions as a link between metabolic regulation and lineage commitment, we began with a discovery-based approach. 

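RNA was sequenced from ASC52telo cells, an immortalized human adipose-derived stem cell line. The cells express either MAHS fused to the fluorescent protein AcGFP1, called MAHS here as in the paper, or AcGFP1 alone as the transgenic control. Each genotype was plated 3 separate times at 50000 cells per well and cultured for 24 h in routine media, which gave 3 MAHS libraries and 3 AcGFP1 libraries of poly(A) RNA. The authors aligned the reads to GRCh38 with HISAT2 and deposited raw counts per gene and FPKM. Between 12931573 and 15216167 reads per AcGFP1 library were counted on genes, with a median of 14901642. For the MAHS libraries the totals ran from 13256819 to 18542853, with a median of 14821180. Of the 58735 genes in the table, 29653 had at least 1 count and 14316 passed edgeR's filter on low counts, and these held 99.8% of all counts. Counts were normalized with edgeR's TMM factors and are given as CPM, and each gene was tested with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over all genes tested. A gene was taken as differentially expressed at an adjusted p under 0.05 and a log2 fold change of at least 1 or at most −1, the thresholds of the study. Log2 fold changes are MAHS over AcGFP1, so that a positive value is higher expression in MAHS. Where all 3 libraries of one genotype held 3 counts or fewer, the fold change is given as a bound against 3 counts in each of them. Counting error alone is small at this depth for most genes tested, and the replicates differed by more than it. Between pairs of AcGFP1 libraries the chi-square per degree of freedom ran from 12.1 to 26.2, and between pairs of MAHS libraries from 86.8 to 295. The MAHS and AcGFP1 transgenes themselves were not analysed here.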

Using ASCs previously validated for MAHS expression [8], we performed RNA sequencing to identify differentially expressed genes (DEGs) relative to AcGFP1-transgenic controls. 

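With edgeR, 2 genes were higher in MAHS-expressing ASCs and 0 were lower, while 2041 of the 14316 genes tested had an unadjusted p under 0.05. Of those 2041 genes, 808 had a log2 fold change of at least 1 and 343 of at most −1. The 2 genes are FCHSD1 and FBXL16, and their values are in the closing section. The choice of tool moved the count most: DESeq2, which is named in the methods, called 489 genes higher and 176 lower on the same counts, and the 2 genes called by edgeR were among the 489. At an adjusted p under 0.1 in place of 0.05, a threshold chosen after seeing the values, edgeR gave 51 genes higher and 29 lower. In 3601 of the tested genes (25.2%) the 3 MAHS libraries all lay on one side of the 3 AcGFP1 libraries, where chance gives 10%, with 1716 genes higher and 1885 lower. The spread between replicates was unequal. The biological coefficient of variation was 0.139 among the AcGFP1 libraries and 0.530 among the MAHS libraries, and 0.335 among the MAHS libraries without replicate 2. On the first principal component, which held 62.5% of the variance, MAHS replicate 2 lay at 136 and the other 5 libraries between −47.0 and 5.90. On the second, which held 22.4%, MAHS replicate 3 lay at −79.2 and the other 5 libraries between −13.1 and 31.0. Without MAHS replicate 1, edgeR called 181 genes higher and 124 lower, and without MAHS replicate 2 it called 165 higher and 84 lower. Without MAHS replicate 3 it called 1 gene higher, and without any one of the AcGFP1 replicates it called 0 in either direction, with between 1048 and 1157 genes at an unadjusted p under 0.05. With DESeq2 the counts without 1 library ran from 206 to 956 genes higher and from 58 to 577 lower, lowest without AcGFP1 replicate 3 and highest without MAHS replicate 1.

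**Figure D1:**
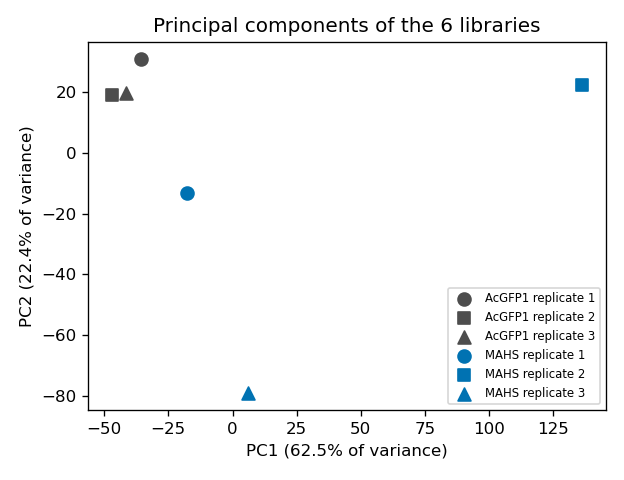
First and second principal components of log2 CPM in the 6 libraries, 1 point per library, with the share of variance on each axis. MAHS replicate 2 sits at 136 on the first component, apart from the 3 AcGFP1 libraries and the other 2 MAHS libraries. MAHS replicate 3 sits at −79.2 on the second component, apart from all other libraries there.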

DEG analysis identified 491 significantly upregulated genes and 178 significantly downregulated genes in MAHS-expressing ASCs relative to AcGFP1-transgenic ASCs under routine culture conditions (Figure 1A). Meanwhile, Gene Ontology Biological Process (GO-BP) enrichment analysis of the upregulated gene set identified 313 significantly enriched biological processes encompassing 312 unique genes (*p*_adj_ < 0.05) (Figure 1B); in contrast, no significantly enriched BP terms were identified with the downregulated gene set (*p*_adj_ < 0.05). These findings demonstrate that MAHS expression broadly impacts cell phenotype, with upregulation in extracellular matrix and collagen construction, and organization and downregulation in anion transport, cation homeostasis, and membrane permeability.

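Gene Ontology terms were not analysed here. Lists of collagens, laminins and solute carriers, written from gene symbols, were tested instead with limma's camera at a preset correlation of 0.01 between genes, with adjustment over the 13 lists tested. Of 29 collagen genes tested, 20 were higher in MAHS and 9 lower, with a median log2 fold change of 0.84 (camera, adjusted p = 6.54e-07). The laminins had a median of 0.86, with 8 of 10 genes higher (camera, adjusted p = 4.59e-05). For 189 solute carriers, which include anion and cation transporters, the median was −0.06, with 84 genes higher and 105 lower (camera, adjusted p = 0.204). For collagens and laminins the result moved most when the correlation between genes was estimated from the data, where the adjusted p was 0.296 for both. For solute carriers the adjusted p ranged up to 0.807, without MAHS replicate 3, and the median was 0.00 without AcGFP1 replicate 2. Over all 13 lists, no result under 0.05 held with an estimated correlation, and under limma's fry only the p53 targets (0.0124) and the osteoblast markers (0.00352) did. Among single genes, COL5A1 (ENSG00000130635, chromosome 9, 134641774 to 134844843) averaged 410.0 ± 34.5 CPM (SD, n = 3) in AcGFP1 and 1511 ± 405 (SD, n = 3) in MAHS, on GRCh38 coordinates as for all genes named. Its log2 fold change was 1.88 (standard error 0.28, edgeR adjusted p = 0.0856), and it passed the threshold without MAHS replicate 1 (adjusted p = 0.0352) and without MAHS replicate 2 (0.024). The laminin with the smallest p was LAMA4 (ENSG00000112769, chromosome 6, 112108760 to 112254939), with a log2 fold change of 4.72 (standard error 0.68, edgeR adjusted p = 0.0832). Without MAHS replicate 2 it was 3.66 (adjusted p = 0.000239), and without MAHS replicate 1 it was 5.02 (0.0375). From its gene expression results the paper concludes that MAHS broadly affects cell phenotype, with extracellular matrix and collagen genes up and ion transport and membrane permeability genes down.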

We further wished to assess gene expression changes relevant to the observed phenotypes. To explore the transcriptional mechanisms underlying the reduced adipogenic potential observed in MAHS-expressing ASCs, we compared our DEG list against a curated set of adipogenesis-associated targets from the Adipose Tissue Development list in the Harmonizome GeneRIF Biological Term Annotations dataset [27,28]. This comparison revealed 16 significantly upregulated genes out of 159, suggesting that many aspects of adipogenic programming remain transcriptionally active (Figure 2). For instance, *HSD11B1* was strongly induced (log_2_FC = 4.1), consistent with enhanced local glucocorticoid synthesis, a key driver of adipogenesis [29]. 

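Of the 23 genes drawn in Fig. 2A, 22 passed the filter on low counts and 0 were past the threshold over all genes tested with edgeR, although all 22 had an unadjusted p under 0.05. Adjusted over the list alone, 22 genes were past it, 17 higher and 5 lower. That count is not independent evidence, because the study chose the genes on these libraries. DESeq2 moved the count most, with 18 of the 23 genes higher and 5 lower. Without MAHS replicate 1 edgeR called 7 of them, all higher, and without MAHS replicate 2 it called 8, of which 5 were higher and 3 lower. In all 23 genes the MAHS and AcGFP1 libraries did not overlap, which that choice favours as well. The adipogenic regulator PPARG (ENSG00000132170, chromosome 3, 12287368 to 12434356) averaged 25.4 ± 5.43 CPM (SD, n = 3) in AcGFP1 and 21.3 ± 7.19 in MAHS, a difference within the spread of the replicates, with a log2 fold change of −0.25 (standard error 0.32, edgeR adjusted p = 0.73). CEBPA (ENSG00000245848, chromosome 19, 33299934 to 33302564) was near the floor, with 2, 0 and 2 counts in the AcGFP1 libraries and 1, 7 and 1 in the MAHS libraries, so that no difference was detectable at this depth. A list of 15 adipocyte markers, of which 5 were expressed enough to test, showed no shift as a set (camera, adjusted p = 0.952). Its member PLIN4 (ENSG00000167676, chromosome 19, 4502180 to 4518465) had 2, 141 and 6 counts in the MAHS libraries against 17, 10 and 19 in AcGFP1. The log2 fold change of PLIN4 was 1.66 with all libraries and −1.71 without MAHS replicate 2, so its direction rests on that library.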

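HSD11B1 (ENSG00000117594, chromosome 1, 209686178 to 209734950) averaged 1.89 ± 0.79 CPM (SD, n = 3) in AcGFP1 and 33.3 ± 23.3 (SD, n = 3) in MAHS. HSD11B1 had a log2 fold change of 4.14 (standard error 0.63, edgeR adjusted p = 0.0902; DESeq2, 5.94e-10), and every MAHS library lay above every AcGFP1 library. It passed the threshold without MAHS replicate 1 (log2 fold change 4.48, adjusted p = 0.0352) and without MAHS replicate 2 (3.44, 0.022). The gene lies in a stretch of chromosome 1 where neighbouring genes were higher in MAHS too, with a median log2 difference of 0.37.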

*ADORA1* (log_2_FC = 3.4), a promoter of adipogenic signaling via cAMP, and *SREBF1* (log_2_FC = 1.7), a transcriptional factor associated with lipogenesis, were also elevated [30,31]. 

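ADORA1 (ENSG00000163485, chromosome 1, 203090654 to 203167405), an adenosine receptor gene, rose from 0.369 ± 0.0659 CPM (SD, n = 3) in AcGFP1 to 3.96 ± 5.05 in MAHS, where the SD exceeds the mean. ADORA1 had a log2 fold change of 3.40 (standard error 1.06) with all libraries and 1.49 without MAHS replicate 2. ADORA1 lies in the same stretch of chromosome 1 as HSD11B1. SREBF1 (ENSG00000072310, chromosome 17, 17810399 to 17837002) averaged 68.1 ± 9.62 CPM (SD, n = 3) in AcGFP1 and 226 ± 192 in MAHS, with a log2 fold change of 1.73 (standard error 0.57, edgeR adjusted p = 0.265; DESeq2, 0.0436). For SREBF1 the value was 0.76 without MAHS replicate 2. In both genes the 3 MAHS libraries were above the 3 AcGFP1 libraries.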

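For FOXO1 (ENSG00000150907, chromosome 13, 40469953 to 40666597), the AcGFP1 libraries held 0, 1 and 0 counts and the MAHS libraries 3, 38 and 8. Expression was at least 5.37-fold higher in MAHS, and at least 1.04 on the log2 scale without MAHS replicate 2 in place of 2.42 with it. FOXO1 did not pass edgeR's filter on low counts, and with DESeq2 its adjusted p was 0.0238. SFRP1 (ENSG00000104332, chromosome 8, 41261958 to 41309497) had 9, 18 and 9 counts in AcGFP1 against 70, 4853 and 1018 in MAHS. SFRP1 had a log2 fold change of 7.30 (standard error 1.53, edgeR adjusted p = 0.146; DESeq2, 7.27e-06). It was 5.63 (adjusted p = 0.0545) without MAHS replicate 2 and 7.83 (0.0352) without MAHS replicate 1.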

Notably, *FOXO1* (log_2_FC = 5.5) and *SFRP1* (log_2_FC = 7.3) were among the most strongly upregulated genes. *FOXO1* can increase insulin sensitivity and transcriptionally repress other adipogenic genes such as *PPARG* in an unphosphorylated state [32,33], while supporting osteogenesis [34]. The strong induction of *SFRP1*, a Wnt signaling inhibitor and context-dependent promoter of adipogenesis, may indicate a compensatory mechanism to anti-adipogenic signaling [35]. In contrast, only four adipogenesis-associated genes were downregulated. 

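One of the genes drawn lower in Fig. 2A, NCEH1 (ENSG00000144959, chromosome 3, 172630249 to 172711218), encodes a cholesterol ester hydrolase. It fell from 301 ± 22.2 CPM (SD, n = 3) in AcGFP1 to 56.8 ± 41.9 in MAHS, a log2 fold change of −2.41 (standard error 0.64, edgeR adjusted p = 0.216; DESeq2, 0.00344). The change was −1.94 without MAHS replicate 2 and passed the threshold (adjusted p = 0.0204). NCEH1 lies in a stretch of chromosome 3 where neighbouring genes were lower in MAHS, with a median log2 difference of −0.53.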

*SSTR1* (log_2_FC = −4.1) modulates insulin-dependent endocrine signaling and lipid metabolism, and reduced expression may suppress hormonal adipogenic signaling cues [36]. 

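SSTR1 (ENSG00000139874, chromosome 14, 38207999 to 38213067) averaged 12 ± 3.17 CPM (SD, n = 3) in AcGFP1 and 0.697 ± 0.724 (SD, n = 3) in MAHS, with all 3 MAHS libraries below all 3 AcGFP1 libraries. SSTR1 had a log2 fold change of −4.11 (standard error 0.74, edgeR adjusted p = 0.119; DESeq2, 2.09e-07). With MAHS replicate 2 left out it was −3.63 (adjusted p = 0.0315).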

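ENHO (ENSG00000168913, chromosome 9, 34521040 to 34523041), which encodes the peptide hormone adropin, had 47, 48 and 67 counts in the AcGFP1 libraries and 1, 0 and 3 in the MAHS libraries. Expression was at least 16.7-fold lower in MAHS, since no MAHS library rose above the floor of 3 counts. The edgeR adjusted p was 0.0902 (DESeq2, 1.12e-06), and it was 0.0223 without MAHS replicate 2.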

*ENHO* (log_2_FC = −5.2), meanwhile, influences energetic and mitochondrial homeostasis and adipogenic differentiation, and its strong suppression may indicate altered lipid metabolism [37]. *PTPRF* (log_2_FC = −1.2) and *HBEGF* (log_2_FC = −1.8), implicated in the regulation of extracellular insulin and paracrine signaling, respectively, were also reduced [38,39].

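PTPRF (ENSG00000142949, chromosome 1, 43525187 to 43623666) had 1826, 2099 and 2266 counts in the AcGFP1 libraries and 638, 842 and 1133 in the MAHS libraries, with a log2 fold change of −1.15 (standard error 0.26, edgeR adjusted p = 0.163; DESeq2, 0.0167). HBEGF (ENSG00000113070, chromosome 5, 140332843 to 140346631) fell from 25.5 ± 11.9 to 7.09 ± 5.12 CPM (SD, n = 3 each), with a log2 fold change of −1.85 (standard error 0.61, edgeR adjusted p = 0.266; DESeq2, 0.0469). With each library left out in turn, the log2 fold change stayed between −1.43 and −1.03 for PTPRF and between −2.60 and −1.42 for HBEGF.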

Consistent with our prior observation that MAHS-expressing ASCs exhibit increased alkaline phosphatase staining during osteogenic induction [8], 11 targets from the Ossification list in the Harmonizome GeneRIF Biological Term Annotations dataset were significantly upregulated (Figure 2) [27,28]. 

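None of the 11 genes drawn in Fig. 2B was past the threshold over all genes tested with edgeR, and all 11 had an unadjusted p under 0.05. Adjusted over the list alone, 10 were past it, all higher in MAHS, which is not independent evidence because the study chose the genes on these libraries. With DESeq2 10 of the 11 were past the threshold. Leaving out MAHS replicate 1 gave 6 genes with edgeR, and leaving out MAHS replicate 2 gave 8. In 10 of the 11 genes the MAHS and AcGFP1 libraries were apart, which the same choice favours. A separate list of 13 osteoblast markers, of which 7 could be tested, had a median log2 fold change of 0.65, with 5 genes higher and 2 lower (camera, adjusted p = 0.00305). In MAHS replicates 1, 2 and 3 the median of this list was 1.48, 0.85 and 0.09. The median log2 fold change was 0.43 without AcGFP1 replicate 2. The adjusted p of the list was 0.0799 without MAHS replicate 1, and 0.95, with the opposite direction in the test, when the 6 members that the study itself names were left out. Those members include ALPL, COL1A1 and COL1A2, so few of the 7 tested genes remained. Their median was still above 0, at 0.14, and so few genes say little in either direction. The osteogenic regulator RUNX2 (ENSG00000124813, chromosome 6, 45328157 to 45664349) did not change beyond the spread of the replicates, with a log2 fold change of −0.24 (standard error 0.32, edgeR adjusted p = 0.755). SP7 (ENSG00000170374, chromosome 12, 53326575 to 53345315) was under the floor in both genotypes, with 0, 2 and 0 counts in AcGFP1 and 0, 0 and 0 in MAHS. IBSP (ENSG00000029559, chromosome 4, 87799581 to 87812435) had 0, 2 and 2 counts in AcGFP1 and 34, 0 and 0 in MAHS, so its counts came from MAHS replicate 1.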

Among the most strongly upregulated genes were *SERPINF1* (log_2_FC = 6.1) and *COL1A1*/*COL1A2* (log_2_FC = 2.4 and 2.3, respectively), which encode critical bone matrix structural components [40,41]. 

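SERPINF1 (ENSG00000132386, chromosome 17, 1761959 to 1777574) rose from 5.67 ± 0.144 CPM (SD, n = 3) in AcGFP1 to 384 ± 432 in MAHS, with 481, 14017 and 3407 counts in the MAHS libraries. Its log2 fold change was 6.08 (standard error 1.15, edgeR adjusted p = 0.127; DESeq2, 3.9e-11). With MAHS replicate 2 left out it was 4.64 (adjusted p = 0.0334), and without MAHS replicate 1 it was 6.59 (0.0352). The collagen genes were among the most abundant in the libraries. COL1A1 (ENSG00000108821, chromosome 17, 50183289 to 50201632) averaged 2384 ± 441 CPM (SD, n = 3) in AcGFP1 and 12643 ± 4092 in MAHS, a log2 fold change of 2.41 (standard error 0.39, edgeR adjusted p = 0.0998; DESeq2, 1.34e-09). COL1A2 (ENSG00000164692, chromosome 7, 94394561 to 94431232) averaged 2491 ± 201 and 12444 ± 4795 CPM, a log2 fold change of 2.32 (standard error 0.40, edgeR adjusted p = 0.117; DESeq2, 1.12e-08). Without MAHS replicate 2 the adjusted p was 0.0153 for COL1A1 and 0.0169 for COL1A2, and without MAHS replicate 1 it was 0.0454 for COL1A2.

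**Figure D2:**
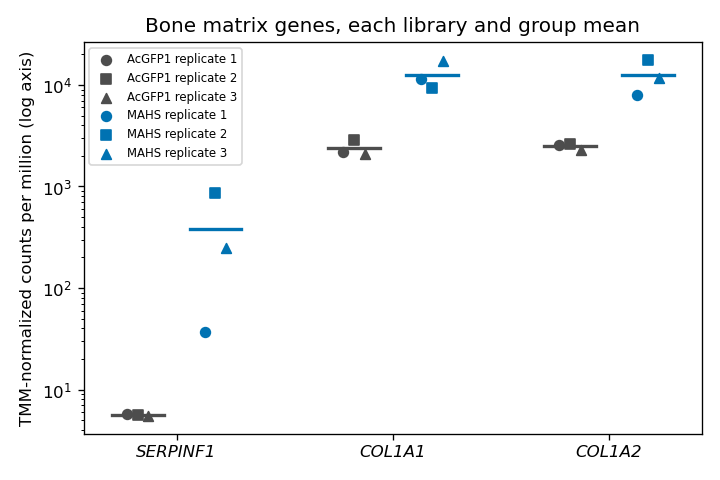
TMM-normalized CPM, on a log axis, of SERPINF1, COL1A1 and COL1A2, with 1 point per library and a line at the mean of each genotype. In all 3 genes the 3 MAHS libraries lie above the 3 AcGFP1 libraries, and SERPINF1 is spread the most among the MAHS libraries.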

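For ALPL (ENSG00000162551, chromosome 1, 21509372 to 21578412), which encodes tissue-nonspecific alkaline phosphatase, the genotypes overlapped. The counts were 32, 110 and 79 in the AcGFP1 libraries and 403, 126 and 956 in the MAHS libraries, and the lowest MAHS library was replicate 2. ALPL had a log2 fold change of 2.86 (standard error 0.86, edgeR adjusted p = 0.245; DESeq2, 0.00591), and 3.34 (adjusted p = 0.041) without that replicate. With each library left out in turn, the ALPL value ranged from 1.95 to 3.39.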

*ALPL* (log_2_FC = 2.9), another established marker of early osteoblast differentiation, was robustly induced [42]. Additional upregulated genes included *BMP1* (log_2_FC = 1.0) and *PDGFRB* (log_2_FC = 2.5), both of which influence osteogenic differentiation through extracellular matrix (ECM) remodeling [43,44]. 

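BMP1 (ENSG00000168487, chromosome 8, 22164736 to 22212326) averaged 104 ± 7.17 CPM (SD, n = 3) in AcGFP1 and 204 ± 42.2 in MAHS. Its log2 fold change of 0.97 (standard error 0.20, edgeR adjusted p = 0.142; DESeq2, 0.011) lies just under the fold change threshold, and without MAHS replicate 1 it was 1.09 (adjusted p = 0.0496) and without MAHS replicate 2 0.81 (0.0457). PDGFRB (ENSG00000113721, chromosome 5, 150113837 to 150155872) had 2751, 1750 and 2183 counts in AcGFP1 and 4864, 30134 and 3979 in MAHS, a log2 fold change of 2.55 (standard error 0.74, edgeR adjusted p = 0.234; DESeq2, 0.00455). PDGFRB rose by 1.20 without MAHS replicate 2 (adjusted p = 0.0295).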

As an additional functional measure of osteogenic potential, matrix calcium content was assessed at DIV14 and DIV20 to capture early/intermediate and later stages of in vitro differentiation (Figure 3). At DIV14, calcium accumulation remained modest, consistent with an early/intermediate differentiation state [16]; however, MAHS-expressing ASCs exhibited significantly greater matrix calcium content than AcGFP1 ASCs under osteogenic conditions. By DIV20, osteogenic induction produced robust calcium accumulation in both ASC lines, with MAHS-expressing ASCs maintaining higher matrix calcium content than AcGFP1 ASCs. These matrix mineralization data are consistent with our prior alkaline phosphatase findings and with the observed upregulation of osteogenesis-associated transcripts.

Given the known roles of Wnt/β-catenin and YAP signaling in adipogenic and osteogenic fate decisions, we next examined the expression of associated genes [45,46,47,48,49]. 

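Of the 11 Wnt and YAP genes drawn in Fig. 2C, edgeR placed 0 past the threshold over all genes tested, and all 11 had an unadjusted p under 0.05. Adjusted over the list alone, 7 genes were higher and 2 lower, which is not independent evidence because the study chose the genes on these libraries. DESeq2 also gave 7 higher and 2 lower over all genes. Without MAHS replicate 1 or without MAHS replicate 2, edgeR gave 3 higher and 1 lower. The MAHS and AcGFP1 libraries were apart in all 11 genes, as genes chosen this way tend to be.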

We thus combined Wnt/β-catenin target genes from the Stanford Wnt/Beta-catenin Signaling Targets list and YAP target genes from the YAP Harmonizome GeneRIF Biological Term Annotations dataset [27,28,50]; comparing our DEG list against this target set identified 7 significantly upregulated and 3 significantly downregulated genes (Figure 2). 

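WISP2 (ENSG00000064205, chromosome 20, 44714844 to 44728509) had 44, 13 and 23 counts in the AcGFP1 libraries and 85, 4106 and 864 in the MAHS libraries, a log2 fold change of 5.98 (standard error 1.35, edgeR adjusted p = 0.162; DESeq2, 2.55e-08). It was 6.51 (adjusted p = 0.0375) without MAHS replicate 1 and 4.34 (0.0668) without MAHS replicate 2. MITF (ENSG00000187098, chromosome 3, 69739435 to 69968337) had a log2 fold change of 3.53 (standard error 1.00, edgeR adjusted p = 0.226; DESeq2, 0.0012), which was 1.71 without MAHS replicate 2. POSTN (ENSG00000133110, chromosome 13, 37562583 to 37598844) averaged 287 ± 73.5 CPM (SD, n = 3) in AcGFP1 and 1403 ± 693 in MAHS, a log2 fold change of 2.29 (standard error 0.43, edgeR adjusted p = 0.124; DESeq2, 2.95e-05). MMP2 (ENSG00000087245, chromosome 16, 55389700 to 55506691) rose from 895 ± 130.3 to 3867 ± 2949 CPM, a log2 fold change of 2.11 (standard error 0.55, edgeR adjusted p = 0.212; DESeq2, 0.00236). Leaving out MAHS replicate 2 gave 2.59 (adjusted p = 0.0169) for POSTN and 1.28 (0.0295) for MMP2. In each of the 4 genes every MAHS library lay above every AcGFP1 library.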

Several pro-osteogenic or canonical Wnt targets were upregulated, including *WISP2* (log_2_FC = 6.0), *MITF* (log_2_FC = 3.5), *POSTN* (log_2_FC = 2.3), and *MMP2* (log_2_FC = 2.1), suggesting a reinforcement of osteogenic commitment [51,52,53,54]. Additionally, the negative Wnt modulator *DKK3* (log_2_FC = −0.9) was downregulated (but below the predefined DEG fold-change threshold), potentially counteracting Wnt inhibition, while the Wnt activator *MET* (log_2_FC = −1.6) was also downregulated [55,56]. 

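DKK3 (ENSG00000050165, chromosome 11, 11963106 to 12009769) averaged 20.0 ± 2.18 CPM (SD, n = 3) in AcGFP1 and 11 ± 0.305 (SD, n = 3) in MAHS, a log2 fold change of −0.85 (standard error 0.19, edgeR adjusted p = 0.155; DESeq2, 0.0295). Left out in turn, the libraries moved it between −0.92 and −0.77. MET (ENSG00000105976, chromosome 7, 116672390 to 116798386) had 8353, 6010 and 8358 counts in AcGFP1 and 3329, 982 and 2376 in MAHS, a log2 fold change of −1.59 (standard error 0.48, edgeR adjusted p = 0.245; DESeq2, 0.036), and without MAHS replicate 2 it was −1.20 (adjusted p = 0.0411).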

Within the YAP signaling pathway, the Wnt/YAP regulatory kinase *CSNK1D* (log_2_FC = 0.9) was modestly upregulated (but below the predefined DEG fold-change threshold), while the canonical YAP target *AREG* (log_2_FC = −2.4) was significantly downregulated, consistent with reduced YAP-dependent transcriptional output [57,58]. 

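CSNK1D (ENSG00000141551, chromosome 17, 82239023 to 82273731) averaged 70.0 ± 3.78 CPM (SD, n = 3) in AcGFP1 and 127 ± 8.81 (SD, n = 3) in MAHS, a log2 fold change of 0.86 (standard error 0.15, edgeR adjusted p = 0.117; DESeq2, 0.00451). It lies near the end of chromosome 17, in a stretch where neighbouring genes were higher in MAHS with a median log2 difference of 0.43. AREG (ENSG00000109321, chromosome 4, 74445134 to 74455009) had 127, 110 and 123 counts in AcGFP1 and 43, 4 and 11 in MAHS. The log2 fold change of AREG was −2.45 (standard error 0.81, edgeR adjusted p = 0.267; DESeq2, 0.0317), and −3.92 (adjusted p = 0.0415) without MAHS replicate 1 but −1.94 (0.119) without MAHS replicate 2.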

Further, supporting fluorescence imaging revealed a significant reduction in nuclear-to-cytoplasmic β-catenin (Figure S1) and YAP (Figure S2) ratios in MAHS-expressing ASCs.

Finally, given the importance of cellular metabolism in ASC fate, we analyzed gene expression changes against the Glycolytic Process and Mitochondrion lists in the Harmonizome GeneRIF Biological Term Annotations dataset, as well as the Metabolism list in the Harmonizome GA Gene Disease Associations dataset [27,28]. Twenty-four genes were significantly upregulated and 7 genes were significantly downregulated out of 646 genes in the aggregate list, consistent with a broad shift in energy handling in MAHS-expressing ASCs (Figure 2). 

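Fig. 2D draws 6 genes of glycolysis and metabolism, and Fig. 2E draws 26 mitochondrial genes, of which 24 passed the filter on low counts. With edgeR 0 genes of either panel were past the threshold over all genes tested, although 6 and 24 had an unadjusted p under 0.05. Adjusted over the list alone, all 6 genes of Fig. 2D were past it, 3 higher and 3 lower, and 21 of Fig. 2E, 15 higher and 6 lower. The study chose both lists on these libraries, so those counts are not independent evidence. DESeq2 called all 6 genes of Fig. 2D and 23 of the 26 in Fig. 2E. With edgeR the counts were 3 and 9 without MAHS replicate 1, and 2 and 6 without MAHS replicate 2. The MAHS and AcGFP1 libraries were apart in 6 and in 25 genes, which that choice favours too.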

Several crucial regulators of glycolysis were suppressed, including those responsible for glycolytic and metabolic flux such as *HK2* (log_2_FC = −2.0) and *PDK1* (log_2_FC = −1.2) [59,60,61]. 

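HK2 (ENSG00000159399, chromosome 2, 74833981 to 74893359) averaged 129.6 ± 18.4 CPM (SD, n = 3) in AcGFP1 and 31.7 ± 19.4 (SD, n = 3) in MAHS, a log2 fold change of −2.03 (standard error 0.43, edgeR adjusted p = 0.146; DESeq2, 0.000723). Without MAHS replicate 1 it was −2.67 (adjusted p = 0.0352), and without MAHS replicate 2 −1.75 (0.063). PDK1 (ENSG00000152256, chromosome 2, 172555373 to 172608669), the kinase that inhibits pyruvate dehydrogenase, fell from 34.5 ± 3.92 to 15.1 ± 4.59 CPM, a log2 fold change of −1.19 (standard error 0.26, edgeR adjusted p = 0.158; DESeq2, 0.014). A list of 16 glycolytic enzymes had a median log2 fold change of −0.55, with 15 genes lower and 1 higher (camera, adjusted p = 9.7e-05). The median was −0.23, −1.08 and −0.42 in MAHS replicates 1, 2 and 3, and the list stayed lower without replicate 2, with a median of −0.33 (camera, adjusted p = 0.00131). HK2 is the member of this list that the study names.

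**Figure D3:**
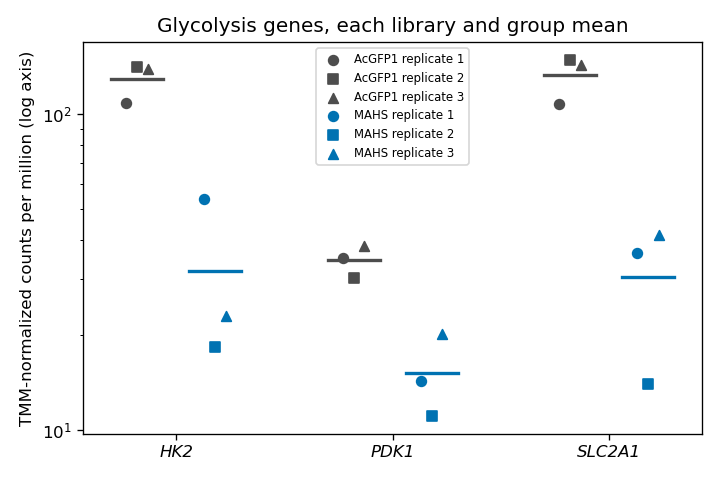
TMM-normalized CPM, on a log axis, of HK2, PDK1 and SLC2A1, with 1 point per library and a line at the mean of each genotype. In all 3 genes the 3 MAHS libraries lie below the 3 AcGFP1 libraries, lowest in MAHS replicate 2.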

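SLC2A1 (ENSG00000117394, chromosome 1, 42925375 to 42959176) fell from 133 ± 22.2 CPM (SD, n = 3) in AcGFP1 to 30.5 ± 14.6 in MAHS, with a log2 fold change of −2.12 (standard error 0.41, edgeR adjusted p = 0.135; DESeq2, 0.000211). This value was −1.78 without MAHS replicate 2 and past the threshold (adjusted p = 0.0157).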

*SLC2A1* (log_2_FC = −2.1), which encodes the glucose transporter GLUT1, was also downregulated, suggesting reduced glucose uptake capacity [62]. Among the most strongly downregulated genes was *GCKR* (log_2_FC = −5.2), a negative regulator of glucokinase in the liver; its suppression may indicate disrupted glucose sensing and lipid metabolism [63]. Conversely, *SLIT3* (log_2_FC = 4.6) and *ACE* (log_2_FC = 2.5) were among the most significantly upregulated metabolic genes, potentially implicating signaling pathways related to osteogenesis and glucose metabolism [64,65]. 

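GCKR (ENSG00000084734, chromosome 2, 27496842 to 27523684) had 112, 44 and 96 counts in the AcGFP1 libraries and 4, 1 and 1 in the MAHS libraries, which is close to the floor of 3 counts. GCKR had a log2 fold change of −5.15 (standard error 0.67, edgeR adjusted p = 0.0832; DESeq2, 1.35e-08). It was −4.78 (adjusted p = 0.0258) without MAHS replicate 2. Without MAHS replicate 1 both remaining MAHS libraries were under the floor and the adjusted p was 0.0352.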

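SLIT3 (ENSG00000184347, chromosome 5, 168661733 to 169301129) had 1275, 1301 and 1386 counts in the AcGFP1 libraries and 6206, 70031 and 22873 in the MAHS libraries, a log2 fold change of 4.64 (standard error 0.81, edgeR adjusted p = 0.119; DESeq2, 4.59e-10). SLIT3 changed by 3.63 without MAHS replicate 2 (adjusted p = 0.024) and by 5.09 without MAHS replicate 1 (0.0352). ACE (ENSG00000159640, chromosome 17, 63477061 to 63498380) had 140, 87 and 84 counts in AcGFP1 and 173, 1338 and 218 in MAHS, a log2 fold change of 2.48 (standard error 0.75, edgeR adjusted p = 0.245; DESeq2, 0.0102). Most of the change in ACE came from MAHS replicate 2, without which it was 1.11.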

Mitochondria-associated genes also showed widespread upregulation, including strong induction of *PLA2G2A* (log_2_FC = 10.2), *CLU* (log_2_FC = 3.2), *RSAD2* (log_2_FC = 4.8), and *SPATA18* (log_2_FC = 3.1), which collectively suggest enhanced mitochondrial remodeling and stress adaptation [66,67,68,69]. 

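For PLA2G2A (ENSG00000188257, chromosome 1, 19975431 to 19980416), the AcGFP1 libraries held 0, 0 and 1 counts and the MAHS libraries 12, 1056 and 243, so that expression was at least 142-fold higher in MAHS (edgeR adjusted p = 0.142; DESeq2, 0.000123). On the log2 scale the PLA2G2A bound was 7.15, and 5.56 without MAHS replicate 2. The edgeR adjusted p was 0.0352 without MAHS replicate 1 and 0.0559 without MAHS replicate 2. CLU (ENSG00000120885, chromosome 8, 27596917 to 27615031) averaged 166 ± 36.2 CPM (SD, n = 3) in AcGFP1 and 1582 ± 880.1 in MAHS, a log2 fold change of 3.25 (standard error 0.45, edgeR adjusted p = 0.0832; DESeq2, 8.37e-11). RSAD2 (ENSG00000134321, chromosome 2, 6865806 to 6898239) had 3, 1 and 2 counts in AcGFP1 and 18, 148 and 0 in MAHS, at least 17.9-fold higher on average although MAHS replicate 3 had 0 counts. That bound is 4.16 on the log2 scale, and 1.81 without MAHS replicate 2. SPATA18 (ENSG00000163071, chromosome 4, 52051331 to 52097292) rose from 2.19 ± 0.356 to 18.7 ± 7.6 CPM, a log2 fold change of 3.09 (standard error 0.38, edgeR adjusted p = 0.0832; DESeq2, 1.14e-09). Without MAHS replicate 2 the adjusted p was 0.0134 for CLU and 0.00998 for SPATA18, and without MAHS replicate 1 it was 0.0352 and 0.0375.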

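OAS1 (ENSG00000089127, chromosome 12, 112906777 to 112933222), an interferon-stimulated gene, had 67, 36 and 59 counts in the AcGFP1 libraries and 120, 755 and 125 in the MAHS libraries, a log2 fold change of 2.64 (standard error 0.72, edgeR adjusted p = 0.22; DESeq2, 0.00337). RARRES3 (ENSG00000133321, chromosome 11, 63536809 to 63546462) had 23, 26 and 32 counts in AcGFP1 and 68, 453 and 57 in MAHS, a log2 fold change of 2.82 (standard error 0.80, edgeR adjusted p = 0.228; DESeq2, 0.00515). In both genes MAHS replicate 2 carried most of the change, and without it the log2 fold change was 1.39 for OAS1 and 1.40 for RARRES3.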

Several key metabolic regulators, including *OAS1* (log_2_FC = 2.6) and *RARRES3* (log_2_FC = 2.8), were also upregulated, reflecting changes to lipid synthesis and mitochondrial regulation [70,71]. 

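CDKN1A (ENSG00000124762, chromosome 6, 36676460 to 36687339) averaged 158 ± 34.7 CPM (SD, n = 3) in AcGFP1 and 521 ± 84.4 (SD, n = 3) in MAHS, a difference larger than the spread of the replicates. The log2 fold change was 1.72 (standard error 0.24, edgeR adjusted p = 0.0832; DESeq2, 1.22e-06), and it stayed between 1.58 and 1.91 with each library left out in turn. CDKN1A passed the threshold without MAHS replicate 1 (adjusted p = 0.0469) and without MAHS replicate 2 (0.024).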

*CDKN1A* (log_2_FC = 1.7), a p53-inducible cell cycle inhibitor implicated in mitochondrial regulation, was also elevated, potentially supporting a connection between metabolic stress and altered cell cycle dynamics in MAHS-expressing ASCs [72]. 

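For SLC25A27 (ENSG00000153291, chromosome 6, 46652915 to 46678193), the AcGFP1 libraries held 3, 0 and 0 counts and the MAHS libraries 3, 65 and 11. Expression was at least 8.57-fold higher in MAHS, a bound that rests on MAHS replicate 2, since on the log2 scale it was 3.10 with that library and 1.39 without it. The gene did not pass edgeR's filter on low counts, and its adjusted p with DESeq2 was 0.0331.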

Notably, *SLC25A27* (log_2_FC = 4.7), while not on the Harmonizome gene list, was significantly upregulated and encodes the mitochondrial uncoupling protein UCP4 that transports protons across the inner mitochondrial membrane and is a negative regulator of mitochondrial membrane potential (ΔΨ_m_) [73,74]. Further, several mitochondrial genes involved in metabolic homeostasis or maintenance of membrane potential were downregulated, including *NRP1* (log_2_FC = −1.7), *EHHADH* (log_2_FC = −1.3), and *NPC1* (log_2_FC = −1.1) [75,76,77]. 

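NRP1 (ENSG00000099250, chromosome 10, 33177492 to 33336262) fell from 782 ± 108 CPM (SD, n = 3) in AcGFP1 to 241 ± 69 in MAHS, a log2 fold change of −1.70 (standard error 0.27, edgeR adjusted p = 0.0945; DESeq2, 1.08e-05). It passed the threshold without MAHS replicate 1 (adjusted p = 0.0375) and without MAHS replicate 2 (0.0382). EHHADH (ENSG00000113790, chromosome 3, 185190624 to 185281990), a peroxisomal enzyme gene, fell from 14.5 ± 1.7 to 5.82 ± 2.1 CPM, a log2 fold change of −1.32 (standard error 0.32, edgeR adjusted p = 0.188; DESeq2, 0.0197). It lies in the lower stretch of chromosome 3, from 130850595 to 198043720. There the median of the expressed genes was −0.50, −0.60 and −0.44 in MAHS replicates 1, 2 and 3, measured as log2 differences from the AcGFP1 mean. NPC1 (ENSG00000141458, chromosome 18, 23506184 to 23586898) averaged 182 ± 22.9 and 87 ± 27.2 CPM, a log2 fold change of −1.07 (standard error 0.25, edgeR adjusted p = 0.18; DESeq2, 0.0289), and −1.37 (adjusted p = 0.0415) without MAHS replicate 1 but −0.93 (0.101) without MAHS replicate 2.

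**Figure D4:**
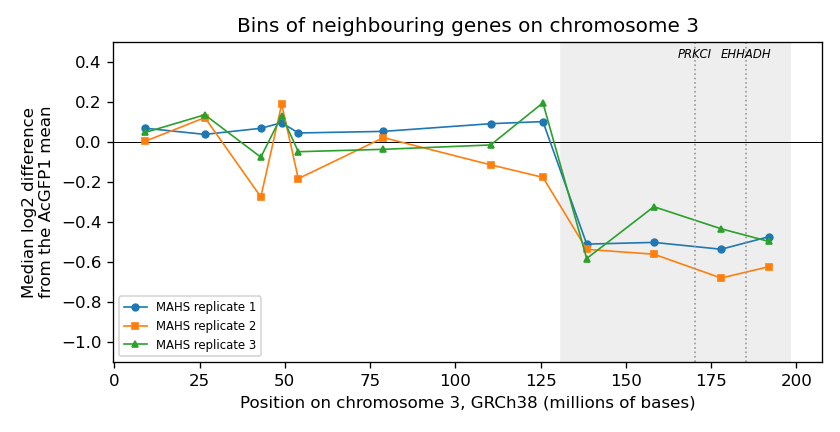
Median log2 difference from the AcGFP1 mean in bins of 40 neighbouring genes along chromosome 3 of GRCh38, with 1 line for each of the 3 MAHS libraries. The shaded stretch, which holds EHHADH and PRKCI, lies below 0 in all 3 libraries, with medians of −0.50, −0.60 and −0.44 over its expressed genes.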

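ADORA1 (ENSG00000163485) had 5, 5 and 7 counts in the AcGFP1 libraries and 18, 158 and 10 in the MAHS libraries. Its log2 fold change ranged from 1.49 to 3.89 with each library left out in turn, lowest without MAHS replicate 2.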

The G-protein-coupled receptor *ADORA1* was also strongly upregulated (log_2_FC = 3.4) and may contribute to changes in adenosine and cAMP-related signaling pathways [78]. Furthermore, several genes associated with upregulation of the ubiquitous secondary messenger cyclic guanosine monophosphate (cGMP) were strongly upregulated, including *PRKG2*, *PRKAA2*, *NPR1*, *GUCY1A2*, and *NPR3*, while other related genes including *PRKCD* and *PRKCI* were weakly downregulated (Figure 2) [79,80,81,82]. Together, these findings suggest a broad reprogramming in the metabolic landscape of MAHS-expressing ASCs that may contribute to the observed impairment of adipogenesis and enhancement of osteogenesis.

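The cGMP-dependent kinase gene PRKG2 (ENSG00000138669, chromosome 4, 81087370 to 81215117) had 1, 1 and 1 counts in AcGFP1 and 4, 337 and 16 in MAHS, at least 37.9-fold higher (DESeq2 adjusted p = 0.00016). On the log2 scale this bound was 5.24, and 1.90 without MAHS replicate 2. PRKAA2 (ENSG00000162409, chromosome 1, 56645322 to 56715335) had a log2 fold change of 0.93 (standard error 0.37, edgeR adjusted p = 0.339; DESeq2, 0.293). The natriuretic peptide receptor gene NPR1 (ENSG00000169418, chromosome 1, 153678637 to 153693992) had 9, 8 and 21 counts in AcGFP1 and 119, 2245 and 233 in MAHS, a log2 fold change of 6.06 (standard error 1.25, edgeR adjusted p = 0.144; DESeq2, 3.41e-09), and 3.98 (adjusted p = 0.0194) without MAHS replicate 2. In GUCY1A2 (ENSG00000152402, chromosome 11, 106674012 to 107018524) the genotypes overlapped, and the log2 fold change of 2.77 (standard error 1.02, edgeR adjusted p = 0.3; DESeq2, 0.0325) was 0.85 without MAHS replicate 2. NPR3 (ENSG00000113389, chromosome 5, 32689070 to 32791724) overlapped as well, with 339, 685 and 492 counts in AcGFP1 and 1616, 284 and 4839 in MAHS. Its log2 fold change was 2.28 (standard error 0.96, edgeR adjusted p = 0.351; DESeq2, 0.0824), and 2.81 (adjusted p = 0.0483) without MAHS replicate 2. With each library left out in turn, the NPR3 value ranged from 1.05 to 2.81. PRKCD (ENSG00000163932, chromosome 3, 53156009 to 53192717) had a log2 fold change of −1.08 (standard error 0.33, edgeR adjusted p = 0.249; DESeq2, 0.0994), and −1.54 (adjusted p = 0.041) without MAHS replicate 1 but −0.86 (0.158) without MAHS replicate 2. PRKCI (ENSG00000163558, chromosome 3, 170222365 to 170305981) had a log2 fold change of −0.50 (standard error 0.16, edgeR adjusted p = 0.251; DESeq2, 0.261) and lies in the lower stretch of chromosome 3, whose median of −0.53 is as large.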

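Over the 72 genes drawn in Fig. 2, MAHS replicate 2 was the MAHS library farthest from the AcGFP1 mean in 56, replicate 3 in 13 and replicate 1 in 3. In 70 of the 72 the MAHS and AcGFP1 libraries did not overlap, which says little on its own because the study chose these genes on the same libraries. Nuclear genes of OXPHOS complexes I, III, IV and V had a median log2 fold change of −0.31, with 68 of 75 lower (camera, adjusted p = 3.49e-05). In MAHS replicates 1, 2 and 3 their median was 0.03, −0.59 and −0.38, so replicate 1 showed no drop. The median log2 fold change was −0.53 without MAHS replicate 1 and −0.17 without MAHS replicate 2. The 13 genes encoded by mitochondrial DNA showed no shift as a set, with 8 higher and 5 lower (camera, adjusted p = 0.952). Cytosolic ribosomal protein genes had a median of −0.14, with 64 of 77 lower (camera, adjusted p = 0.0117), and the adjusted p was 0.0569 without MAHS replicate 2 and 0.0724 without MAHS replicate 3. Their median was −0.24 without MAHS replicate 1 and −0.09 without MAHS replicate 2. From the changes in metabolic genes, the paper proposes a broad reprogramming of the metabolic landscape that may add to the impaired adipogenesis and enhanced osteogenesis of MAHS-expressing ASCs.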

### 2.2. MAHS Expression Reduces ATP Levels

Next, we indirectly quantified cellular energy levels in ASCs by measuring ATP concentration using a luciferin-based assay (Figure 4) [83]. Luminescence intensity was significantly lower in MAHS-transgenic ASCs than in AcGFP1-transgenic ASCs. These data show that MAHS expression decreases ASC cellular energy levels, potentially from ΔΨ_m_ disruption or the observed downregulation of genes associated with pyruvate enzymes and glucose metabolism and transport (e.g., *SLC2A1*, *HK2*, and *PDK1*) [84,85,86].

We further assessed the effect of MAHS expression on ΔΨ_m_ in ASCs. Tetramethylrhodamine methyl ester (TMRM) is a cell-permeable fluorescent dye that accumulates in mitochondria with intact membranes in a membrane potential-dependent manner [87]. Here, we used TMRM fluorescence intensity as a semiquantitative indicator of ΔΨ_m_, whereby higher fluorescence intensity corresponds to higher mitochondrial polarization (Figure S3) [88]. The fluorescence intensity of TMRM was significantly lower in MAHS-transgenic ASCs than in AcGFP1-transgenic ASCs. We did not detect any change in percent area coverage of TMRM in MAHS-transgenic ASCs (Figure S4), consistent with our prior results on mitochondrial morphology [8]. These data are consistent with MAHS expression reducing ΔΨ_m_ without altering overall mitochondrial volume or morphology.

### 2.3. MAHS Expression Reduces cAMP Levels

Given the importance of cAMP signaling in ASC differentiation and the modified expression of several cAMP-related genes, we next aimed to assess the effect of MAHS expression on cAMP levels [16,17]. We quantified total cAMP concentration using a competitive ELISA assay, following 14 days of culture in basal media or media supplemented with the adenylyl cyclase (AC) activator forskolin (FSK) (Figure 5) [89]. Without FSK supplementation, total cAMP levels were significantly lower in MAHS-transgenic ASCs than in AcGFP1-transgenic ASCs, suggesting a baseline cAMP deficit. With FSK treatment, total cAMP levels increased in both AcGFP1 and MAHS-expressing ASCs, although cAMP levels in MAHS-expressing ASCs remained lower than in AcGFP1-transduced cells. These data show that MAHS expression diminishes cAMP levels. Given the importance of *ADORA1* and *PDE2A* as cAMP regulators, we further performed qPCR on these specific gene targets and found partially concordant results with the bulk sequencing. *ADORA1*, which was significantly upregulated (log_2_FC = 3.4; *p*_adj_ = 0.014) in the sequencing data, showed a concordant increase with qPCR that did not reach statistical significance (log_2_FC = 1.6; *p* = 0.106). 

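In the RNA-seq libraries the edgeR adjusted p of ADORA1 was 0.251, and with DESeq2 it was 0.014. It was 0.207 with edgeR without MAHS replicate 2, and 0.394 with DESeq2.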

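PDE2A (ENSG00000186642, chromosome 11, 72576141 to 72674591) had 20, 15 and 25 counts in the AcGFP1 RNA-seq libraries and 9, 0 and 3 in the MAHS libraries, all of them low. The log2 fold change was −2.12 (standard error 0.93, edgeR adjusted p = 0.366; DESeq2, 0.286), and it ranged from −3.57 without MAHS replicate 1 to −1.51 without MAHS replicate 2.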

While *PDE2A*, a promoter of cAMP hydrolysis, was not significantly downregulated in RNA sequencing analysis (log_2_FC = −2.1; *p*_adj_ = 0.28), qPCR showed a larger decrease that reached statistical significance (log_2_FC = −4.6; *p* = 0.0124) in MAHS-expressing ASCs (Figure S5) [90]. These results show directionally consistent changes in *ADORA1* and *PDE2A* expression across assays, but should be interpreted with appropriate caution given the differences in methods and statistical approach between RNAseq and qPCR [91].

As cAMP and cGMP pathways may be antagonistically regulated through shared phosphodiesterase (PDE) activity [92], we also measured cGMP levels using a competitive ELISA assay. ASCs were assessed at baseline and following 1 h treatment with the soluble guanylate cyclase (sGC) stimulator and indirect cGMP activator Riociguat at concentrations of 0.1 µM (Figure S6). No significant differences in cGMP levels were observed at baseline or following 0.1 µM Riociguat treatment.

### 2.4. Forskolin and Compound C Increase Lipid Deposition in MAHS-Expressing ASCs

The above data suggest that changes to ASC metabolism, especially glycolysis, and cAMP signaling may play a role in the observed reduction in adipogenesis. To assess whether pharmacologic modulation of cAMP signaling or cellular metabolic state could promote adipogenic lipid accumulation in MAHS-expressing ASCs, we quantified the positive area of the neutral lipid droplet marker BODIPY following 14 days of culture in routine media supplemented with the adenylyl cyclase (AC) activator forskolin (FSK) or the non-selective AMPK inhibitor Compound C (Figure 6) [93,94,95]. BODIPY-positive area was significantly lower in MAHS-expressing ASCs relative to control ASCs following 10 µM FSK, though an increase in MAHS-expressing ASCs supplemented with FSK relative to routine culture media only was observed. Further, Compound C supplementation produced increased BODIPY-positive area in MAHS-expressing ASCs over control ASCs.

## 3. Discussion

Overall, this study shows that MAHS expression in ASC52telo cells is associated with reduced adipogenic differentiation, enhanced osteogenic differentiation, and coordinated changes in metabolic and signaling pathways consistent with altered lineage bias.

To broadly characterize the impact of MAHS expression on ASC biology, we first performed transcriptomic profiling under routine culture conditions (Figure 1 and Figure 2). The impaired adipogenic but enhanced osteogenic differentiation in MAHS-expressing ASCs observed in prior work and here was reflected in a gene expression profile suggestive of partial but insufficient adipogenic activation [8]. Several key regulators, including *HSD11B1*, *ADORA1*, and *SREBF1*, were upregulated, suggesting that a core adipogenic transcriptional framework remains partially intact [29,30,31]. However, strong suppression of *SSTR1* and *ENHO*, genes involved in metabolic and hormonal support of adipogenesis, suggests additional impairment to the cellular response to differentiation signals [36,37]. In contrast, osteogenic programming appeared to be actively reinforced. Consistent with our observations of enhanced osteogenic differentiation and increased mineralized calcium deposition, Harmonizome-annotated ossification genes were significantly upregulated [8,27,28]. *SERPINF1* is particularly notable because it encodes pigment epithelium-derived factor (PEDF), a secreted factor implicated not only in osteogenesis but also in the regulation of angiogenesis, fibrosis, and inflammation [96,97], making it a plausible candidate link between MAHS-associated osteogenic bias and broader signaling alterations. The upregulation of *BMP1* and *PDGFRB*, both involved in ECM remodeling and osteoinductive signaling, further supports a shift toward an osteogenic transcriptional state [43,44]. Together, these findings suggest that MAHS expression not only impairs adipogenic commitment but simultaneously promotes osteogenic lineage bias, potentially through coordinated alterations to ECM signaling and metabolic state.

The Wnt/β-catenin and YAP data further suggest that MAHS expression alters lineage-associated signaling, although these changes do not map cleanly onto simple pathway activation or inhibition. Transcriptomic profiling revealed upregulation of several canonical Wnt targets alongside downregulation of the Wnt inhibitor *DKK3*, collectively suggesting enhanced Wnt-associated signaling [51,52,53,54,55]. In parallel, transcriptomic changes within the YAP axis were notable, with modest upregulation of *CSNK1D* and suppression of *AREG*, pointing to partial attenuation of YAP transcriptional output [57,58]. Despite the upregulation of pro-osteogenic Wnt targets, fluorescence imaging showed reduced nuclear localization of both β-catenin (Figure S1) and YAP (Figure S2), indicating that downstream nuclear transduction of these pathways is dampened in MAHS-expressing ASCs. This is in contrast to the canonical understanding of β-catenin and YAP, where osteogenic differentiation (as seen in MAHS-expressing ASCs) is typically associated with increased nuclear localization. Accordingly, these data should be interpreted as evidence of altered, rather than simply activated or deactivated, signaling.

Metabolism and mitochondrial function play a critical role in directing mesenchymal stem cell fate, with adipogenesis favoring sustained glycolytic metabolism and osteogenesis typically involving a shift from glycolysis to oxidative phosphorylation as differentiation progresses [98,99]. In this context, the broad metabolic reprogramming observed in MAHS-expressing ASCs likely contributes to the shift in lineage bias. Downregulation of key glycolytic genes may indicate impaired glucose uptake and reduced glycolytic flux, both of which support lipid biosynthesis and the energy demands of adipogenic differentiation [59,61,62]. This may disproportionately affect adipogenic maturation, which relies heavily on glycolysis and efficient energy storage, while supporting a shift toward oxidative phosphorylation associated with osteogenesis [98,99].

Consistent with these findings, functional assays suggest that MAHS-expressing ASCs may have a lower baseline mitochondrial membrane potential (ΔΨ_m_) than control ASCs (Figure S3); if true, this may be due to membrane disruption caused by MAHS insertion or downstream expression changes. Consistent with this, we observed a lower baseline ATP measurement in MAHS-expressing ASCs (Figure 4). Disruption of ATP production may also impact secondary messenger systems involved in metabolism and stem cell fate decisions [100]. In particular, cAMP signaling, which depends on ATP availability for adenylyl cyclase activity, was markedly impaired in MAHS-expressing ASCs (Figure 5) [101]. Although forskolin supplementation partially elevated cAMP levels, it failed to fully rescue the deficit, consistent with the hypothesis of decreased ATP availability being a bottleneck for cAMP synthesis in MAHS-expressing cells. To test whether increasing cAMP is a potential mechanism for promoting adipogenesis in MAHS-expressing cells, we assessed adipogenic capacity by quantifying BODIPY-positive lipid accumulation under routine culture and after forskolin treatment. MAHS-expressing ASCs exhibited significantly reduced lipid content at baseline, consistent with only a modest increase with forskolin supplementation, reinforcing the role of disrupted cAMP signaling in this phenotype (Figure 6). Of additional interest, in prior work we used adipogenesis media containing IBMX, a non-selective PDE inhibitor [8], which results in reduced degradation of cAMP and increased cAMP levels [90]. However, our current transcript data shows reduced expression of *PDE2A* (Figure S5), potentially as a compensatory mechanism for lower cAMP levels, which may limit the effectiveness of IBMX. Together, these findings are consistent with impaired cAMP production in MAHS-expressing cells, potentially secondary to reduced ATP availability. Because cAMP and cGMP pathways are often coregulated via shared phosphodiesterase activity and several cGMP-associated transcripts were altered, direct cGMP measurements did not demonstrate a clear baseline difference, so the role of cGMP signaling remains unresolved.

To determine whether metabolic signaling modulation could alter this phenotype, we next treated cells with Compound C (Figure 6). Strikingly, lipid accumulation increased significantly in MAHS-expressing ASCs, even surpassing levels in control cells. One possible mechanism is Compound C-mediated inhibition of AMPK, as activation of AMPK in MAHS-expressing cells would be consistent with the observed reduction in ATP levels [102]. However, while Compound C is commonly used as an AMPK inhibitor [103], it is known to have inhibitory effects on a number of other kinases and signaling pathways, complicating analysis [95,104,105]. Of specific relevance to osteogenesis and adipogenesis, BMP signaling [106,107,108] is inhibited by Compound C, as well as other kinases [104,105]. Compound C restored adipogenic capacity, reinforcing the broader trend of metabolic and signaling reprogramming in response to exogenous MAHS expression. Together, these findings indicate that the adipogenic defect in MAHS-expressing ASCs can be partially rescued, although the mechanism remains unresolved.

While these findings offer an initial view of how MAHS expression reprograms ASC metabolism, signaling, and differentiation potential, several limitations remain. A core limitation of our study is related to the use of bulk RNAseq, which captures population-level transcriptional changes but cannot resolve cell-to-cell heterogeneity or determine whether transcript-level changes correspond to altered protein abundance or secreted factor production. Relatedly, although transcriptomic data point towards several candidate regulatory pathways, we did not comprehensively validate key transcription factors or protein expression by targeted qPCR, Western blotting, or other techniques. Accordingly, protein-level validation of selected adipogenic, osteogenic, metabolic, and signaling regulators remains an important limitation of the present study. Another limitation is the use of ASC52telo cells, an hTERT-immortalized ASC line. Although ASC52telo was initially reported to retain key mesenchymal marker expression and multilineage differentiation capacity [109], subsequent studies have shown that this line can differ from primary ASCs, particularly with respect to adipogenic differentiation efficiency and insulin- and cAMP-dependent signaling [110,111,112]. These reported differences are relevant to the present study due to MAHS-associated phenotypes concerning adipogenic differentiation and cAMP signaling. Thus, while ASC52telo provides a reproducible model for initial mechanistic studies and has supported robust adipogenic differentiation in our prior work [8,113], validation in primary ASCs remains necessary. Similarly, chondrogenic differentiation was not quantitatively assessed in the present study, which is a limitation given that osteogenic and chondrogenic differentiation arise from related skeletal-lineage programs and are regulated by overlapping signaling pathways, including BMP/TGFβ, Wnt/β-catenin, and SOX9/RUNX2 [114,115]. Thus, the extent to which MAHS affects broader skeletal lineage specification, including chondrogenic commitment, remains unresolved. Moreover, in vivo studies are needed to evaluate how MAHS expression and subsequent changes to ASC stemness and metabolism translate in the context of tissue regeneration or repair, and cytotoxicity assessments will be essential to determine the safety of MAHS expression in physiologically relevant cellular environments. Finally, while this work identifies several promising avenues for altering the metabolic and differentiation phenotype of MAHS-expressing ASCs, future studies should assess whether long-term modulation of these pathways can restore full multipotency or whether the differentiation bias imposed by MAHS is partially irreversible. Despite these limitations, our results provide a foundation for understanding how mitochondrial disruption and energetic stress reshape ASC function and highlight key regulatory nodes that may serve as targets for restoring lineage plasticity in metabolically impaired stem cells.

## 4. Materials and Methods

### 4.1. Routine Cell Culture

All cell types were routinely cultured at 37 °C and 5% CO_2_. hTERT-immortalized adipose-derived mesenchymal stem cell (ASC52telo; ATCC SCRC-4000, Manassas, VA, USA) parental and transgenic lines were cultured in Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12 (Thermo Fisher Scientific #11320082, Waltham, MA, USA) supplemented with fetal bovine serum (10%), penicillin-streptomycin (1%), and amphotericin B [25 ng/mL]. Cells were regularly passaged at ~ 80% confluence, passage-3 cells were used for transduction, and all experiments were performed between 18 and 25 passages from transduction.

### 4.2. Cloning and Lentiviral Transduction

For the current studies, we used ASC52telo-expressing AcGFP1 (as control) or MAHS-AcGFP1 (referred to as “MAHS” throughout the manuscript for brevity) we previously established as described in our prior work [8], including validation of MAHS localization to the mitochondria. Briefly, AcGFP1 (Addgene #54705; Addgene, Watertown, MA, USA) and MAHS fusion (Addgene #90034) were cloned into a lentiviral transfer vector (pCDH-CMV-MCS-EF1α-Puro; Systems Biosciences, Palo Alto, CA, USA). Lentivirus was produced in HEK293TN cells via triple transfection with a packaging plasmid (psPAX2; Addgene #12260), an envelope plasmid (pMD2.G; Addgene #12259), and the respective transfer vector using Endofectin Max (GeneCopoeia, Rockville, MD, USA; #EF013). Viral supernatant was collected, filtered, and used to transduce ASC52telo cells, followed by puromycin selection to establish stable cell lines. After selection, cells were routinely checked to ensure maintenance of stable transgenic population.

### 4.3. RNA Sequencing

AcGFP1- and MAHS-expressing ASCs were seeded at a density of 50,000 cells per well and cultured for 24 h in routine culture media. Total RNA was isolated at each time point using the GeneJET RNA Purification Kit (K0731; Thermo Fisher Scientific, Waltham, MA, USA) according to manufacturer instructions. RNA concentrations of each sample were quantified with the SpectraDrop Micro-Volume Microplate reader (Molecular Devices, San Jose, CA, USA). Three separate cell platings were used as biological replicates.

Bulk RNA library preparation and sequencing were performed by Novogene (Novogene Corporation, Sacramento, CA, USA). Libraries were prepared using poly(A) enrichment and 150 bp paired-end reads were generated from Illumina platform sequencing. Quality-control filtering of raw sequencing data was used to remove adapter-containing reads, reads with >10% undetermined bases, and low-quality reads with >50% of bases with Q scores ≤ 5. HISAT2 was used to align filtered reads to the human reference genome (GRCh38). Gene expression levels were normalized and reported as raw read counts and fragments per kilobase of transcript per million mapped reads (FPKM).

Differentially expressed gene (DEG) analysis of log_2_(fold changes) was performed in R (Version 4.1.2) using DESeq2. The Benjamini–Hochberg false discovery rate was used to identify significantly differentially expressed genes (*p*_adj_ < 0.05), and only genes with |log_2_FC| ≥ 1 were considered for downstream analysis. Functional enrichment analysis of differentially expressed genes was conducted using Gene Ontology (GO). The DEG list is provided as Supplementary Data S1. Complete RNA-seq datasets generated and analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO) repository under accession number GSE325200.

Additionally, we assessed differential gene expression in reference to targeted gene lists of specific relevance. Due to the importance of metabolism, we merged the Glycolytic Process and Mitochondrion lists in the Harmonizome GeneRIF Biological Term Annotations dataset, as well as the Metabolism list in the Harmonizome GA Gene Disease Associations dataset, and compared them to our DEG analysis [27,28]. Similarly, we compared our DEG list to Wnt and YAP target gene lists from the Stanford Wnt/Beta-catenin Signaling Targets list and the YAP Harmonizome GeneRIF Biological Term Annotations dataset, given the importance of Wnt and YAP signaling in ASC fate determination [27,28,50].

### 4.4. ATP Determination Measurement

AcGFP1- and MAHS-expressing ASCs were seeded at a density of 50,000 cells per well in a 24-well plate and allowed to adhere for 24 h in routine culture media. After 24 h, cellular ATP levels were assessed using the ATP Determination Kit following the manufacturer’s protocol (A22066; Thermo Fisher Scientific, Waltham, MA, USA). ATP-dependent bioluminescence was measured using a SpectraMax M2 Microplate Reader (Molecular Devices, San Jose, CA, USA). Data are reported as relative luminescence units (RLU) compared to controls. Three separate cell platings were used as biological replicates.

### 4.5. Mitochondrial Membrane Potential Measurement

AcGFP1- and MAHS-expressing ASCs were seeded at a density of 10,000 cells per well in a 24-well plate and allowed to adhere for 24 h in routine culture media. After 24 h, cells were subsequently labeled using Tetramethylrhodamine, Methyl Ester (TMRM; HY-D0984; MedChemExpress, Monmouth Junction, NJ, USA) to assess mitochondrial membrane potential. A 5 mM TMRM stock solution was prepared by dissolving 1 mg TMRM in 525 µL dimethyl sulfoxide (DMSO; MFCD00002089; Gaylord Chemical Company, Covington, LA, USA). The stock solution was diluted in PBS to a final working concentration of 10 µM. Cells were aspirated of media and 1 mL of the TMRM working solution was added per well. Cells were incubated at room temperature in the dark for 40 min, followed by three washes with routine culture medium. Imaging was performed within two hours of staining using a DFC9000 GT sCMOS camera on a DMi8 inverted microscope (Leica Microsystems, Chicago, IL, USA). TMRM was imaged using a Texas Red filter set (Leica #15525310). A 25-position tile scan of a ~0.37 cm^2^ area was obtained for each sample with 1 µm steps to focus each image. Five separate cell platings were used as biological replicates. A custom MATLAB (version 2025a) script was used to quantify the fluorescence intensity of the TMRM label. For all analyses, cell-by-cell fluorescence intensity measurements were calculated for each sample. Representative images are shown with colorblind-accessible false colors of magenta/cyan/yellow according to published recommendations [116].

### 4.6. cAMP ELISA Assay

AcGFP1- and MAHS-expressing ASCs were seeded at a density of 50,000 cells per plate in 35 mm culture plates, with three replicates per plate and three biological replicates per condition. Cells were cultured for 14 days in routine culture media or routine culture media supplemented with 10 µM of the cAMP activator forskolin (FSK; HY-15371; MedChemExpress, Monmouth Junction, NJ, USA), with media changes every 3 days [16,117]. Intracellular cyclic AMP (cAMP) levels were measured using a Cyclic AMP ELISA Kit (581001; Cayman Chemical, Ann Arbor, MI, USA) following the manufacturer’s protocol for acetylated samples. Absorbance values corresponding to enzymatic reaction product intensity were measured at 405 nm using a SpectraMax M2 Microplate Reader (Molecular Devices, San Jose, CA, USA). The resulting %B/B_0_ data, inversely proportional to cAMP concentrations in the sample, were fit to a four-parameter logistic (4PL) regression curve to determine cAMP concentrations in pmol/mL.

### 4.7. cGMP ELISA Assay

AcGFP1- and MAHS-expressing ASCs were seeded at a density of 50,000 cells per well in 24-well culture plates, with three replicates per plate and three biological replicates per condition. At 24 h after plating, cells were cultured for 1 h in routine culture media or routine culture media supplemented with 0.1 µM Riociguat (BAY 632521; HY-14779; MedChemExpress, Monmouth Junction, NJ, USA). Intracellular cyclic guanosine monophosphate (cGMP) levels were measured using a Cyclic GMP ELISA Kit (581021; Cayman Chemical, Ann Arbor, MI, USA) following the manufacturer’s protocol for acetylated samples. Absorbance values corresponding to enzymatic reaction product intensity were measured at 410 nm using a SpectraMax M2 Microplate Reader (Molecular Devices, San Jose, CA, USA). The resulting %B/B_0_ data, inversely proportional to cGMP concentrations in the sample, were fit to a four-parameter logistic (4PL) regression curve to determine cGMP concentrations in pmol/mL.

### 4.8. Adipogenic Differentiation

AcGFP1- and MAHS-expressing ASCs were seeded at a density of 10,000 cells per well in a 48-well plate and cultured for 14 days in routine culture media supplemented with 250 µM 3-isobutyl-1-methylxanthine (IBMX; 284550; Tocris Bioscience, Bristol, UK) or 10 µM forskolin (FSK; HY-15371; MedChemExpress, Monmouth Junction, NJ, USA), with media changes every 3 days. After 14 days, samples were fixed, labeled with BODIPY 493/503 (D3922; Molecular Probes, Eugene, OR, USA), and imaged as described in prior work [8]. Three separate cell platings were used as biological replicates. Adipogenic expression was quantified as the percent of cellular BODIPY-positive area using a previously described custom MATLAB script [8], with quantification based on cell counts from 25 positions per sample. BODIPY was imaged using a GFP filter set (Leica #15525314). Representative images are shown with colorblind-accessible false colors of magenta/cyan/yellow according to published recommendations [116].

### 4.9. Osteogenic Differentiation and Matrix Assessment

Osteogenic differentiation was initiated as previously described [8]. In brief, AcGFP1- and MAHS-expressing ASCs were prepared for differentiation by seeding 10,000 cells/well in a 48-well plate with routine culture media. Medium was substituted with osteogenic differentiation media (osteocyte differentiation tool; ATCC PCS-500-052, Manassas, VA, USA) after 48 h. Media were changed every 4 days. At 14 and 20 days of differentiation, cells were lysed in radio-immunoprecipitation (RIPA) buffer (1% NP40, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate, phosphate-buffered saline (PBS), all Sigma-Aldrich) and assayed for calcium content as per Davis et al. [118]. Calcium crystals that remained on the plate after lysis were dissolved with 1 N HCl and collected. Calcium and HCl lysates were measured with Arsenazo III (Genzyme, Cambridge, MA, USA) at 655 nm using an iMark microplate reader (BioRad, Hercules, CA, USA), and compared to a CaCl_2_ standard. Calcium content was normalized to total protein, determined via Lowry assay (BioRad) at 750 nm after 15 min of shaking, using a bovine serum albumin standard curve.

### 4.10. Wnt and Hippo Immunocytochemistry

AcGFP1- and MAHS-expressing ASCs were seeded at a density of 10,000 cells per well in a 24-well plate and cultured for 24 h in routine culture media. After 72 h, cells were fixed for 5 min with 4% paraformaldehyde (T353500; ThermoFisher Scientific, Waltham, MA, USA) in PBS and permeabilized for 5 additional minutes with 0.25% Triton X-100 (BP151500; ThermoFisher Scientific, Waltham, MA, USA) in PBS. Samples were incubated overnight at 4 °C in a primary antibody solution of [1:500] YAP (D8H1X) XP (R) (14074; Cell Signaling Technology, Danvers, MA, USA) or β-catenin (b-catenin (H-1)) (sc-133240; Santa Cruz Biotechnology, Dallas, TX, USA). After 24 h, samples were washed three times with PBS and incubated for an additional 24 h at 4 °C in a secondary solution of [1:750] Goat anti-Rabbit IgG Secondary Antibody, Alexa Fluor 555 (A-21428; Thermo Fisher Scientific, Waltham, MA, USA) and [1:750] DyLight Phalloidin 650 (12956; Cell Signaling Technology, Danvers, MA, USA) in 1× DAPI (D1306; Invitrogen, Waltham, MA, USA). After 24 h, samples were washed three times with PBS and imaged as described above. DAPI, Alexa Fluor 555, and Dylight 650 were imaged with DAPI Long Pass (Leica #15525301), Texas Red (Leica #15525310), and Y5 (Leica #15525312) filter sets, respectively. Three separate cell platings were used as biological replicates. A custom MATLAB script was written to quantify YAP, TAZ, and β-catenin fluorescence intensity in the cell nuclear and cytoplasmic regions, as well as the ratio of nuclear to cytoplasmic intensity in each cell. For all analyses, fluorescence intensity measurements were averaged across 25 positions per sample. Representative images are shown with colorblind-accessible false colors of magenta/cyan/yellow according to published recommendations [116].

### 4.11. RT-qPCR

AcGFP1- and MAHS-expressing ASCs were seeded at a density of 50,000 cells per well in a 24-well plate. For metabolic gene expression analysis, cells were cultured in basal media for 24 h. For adipogenic gene expression markers, cells were cultured in either basal or adipogenic differentiation media (DMEM/F-12 50-50 base media (15-090-CM; Corning, Corning, NY, USA), fetal bovine serum (3%, A5256701; Gibco, Billings, MT), biotin [200.56 mM] (B4501; Sigma–Aldrich, St. Louis, MO, USA), IBMX [100 mM] (284550; Tocris Bioscience, Bristol, UK), indomethacin [20 mg/mL] (SC-200503; Santa Cruz Biotechnology, Dallas, TX, USA), insulin [5 mg/mL] (100-11; PeproTech, Cranbury, NJ, USA), dexamethasone [1 mM] (50-02-2; Sigma–Aldrich, St. Louis, MO, USA), and d-calcium pantothenate [671.53 mM] (AC416750000; ThermoFisher Scientific, Riverside, CA, USA) for 14 or 21 days. Three separate cell platings per condition were used as biological replicates.

Total RNA was isolated at each timepoint using the GeneJET RNA Purification Kit (K0731; Thermo Fisher Scientific, Waltham, MA, USA) according to manufacturer instructions. RNA concentrations of each sample were quantified with the SpectraDrop Micro-Volume Microplate reader. Gene expression was assessed using one-step RT-qPCR with the qPCRBIO SyGreen 1-Step Detect Lo-ROX Kit with 20× RTase (PB25.11-01; PCR Biosystems, London, UK) with 270 ng of total RNA per reaction. Samples were amplified on the MIC qPCR Cycler (Bio Molecular Systems, Upper Coomera, Australia) and melt curve analysis was performed from 72 °C to 95 °C to verify amplification specificity.

Gene expression was normalized to the housekeeping gene TATA-box binding protein (*TBP*), and relative fold gene expression was calculated for each sample using the 2^−ΔΔCt^ method [119]. Primer targets included metabolic genes related to cAMP signaling (e.g., phosphodiesterase [*PDE2A*], adenosine receptor 1 [*ADORA1*]). All primer sequences are listed in Table 1.

### 4.12. Statistics

For mitochondrial membrane potential measurement and ATP determination, statistical comparisons between groups were performed using a two-sample *t*-test with a significance threshold of α = 0.05 (MATLAB). For cAMP and cGMP ELISA experiments, statistical comparisons between groups were performed using 2-way analysis of variance (2-way ANOVA) to assess the effects and interactions of cell genotype and culture media, followed by Tukey’s honestly significant difference (HSD) post hoc test for pairwise comparisons with a significance threshold of α = 0.05 (MATLAB). For adipogenic differentiation studies and Wnt signaling assays, statistical analyses were performed using 2-way analysis of variance and Tukey’s HSD and visually displayed as previously described [8]. RT-qPCR comparisons were performed on relative expression values from the ΔΔC_t_ method using two-sample *t*-tests, with fold changes used for visualization. For osteogenic differentiation studies, statistical analysis was performed in GraphPad Prism (10.2.3., GraphPad Software Inc., San Diego, CA, USA) using Brown–Forsythe and Welch ANOVA tests assuming non-equal standard deviations followed by Dunnett’s post hoc test to correct for multiple comparisons. The datasets used for graphical representations and statistical analyses are available in the Supplementary Materials as Supplementary Data S2.

## Figures and Tables

**Figure 1:**
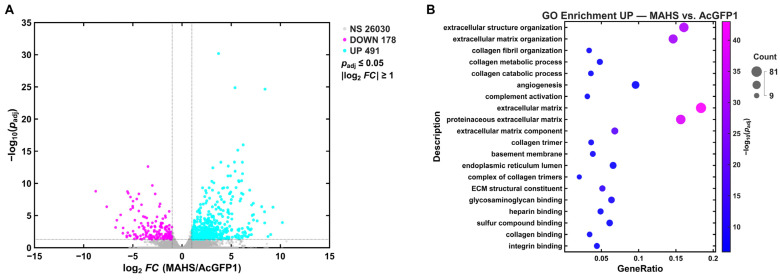
Differentially expressed gene (DEG) and Gene Ontology (GO) analysis. (**A**) Volcano plot of DEGs (cyan = significantly upregulated, magenta = significantly downregulated, gray = not significant (NS)). Significance thresholds were established at adjusted *p*-value (*p*_adj_) < 0.05 and |log2fold change (FC)| > 1, indicated by dashed lines. Display is truncated at −15 and 15 log_2_FC for clarity. (**B**) GO-BP enrichment of upregulated gene set, top 20 GO-BP terms shown. Dot size and color indicate number of genes in each category and *p*_adj_, respectively. GeneRatio indicates the fraction of genes in the category relative to total genes. “Extracellular Matrix” was abbreviated to ECM in one instance to prevent label truncation.

**Figure 2:**
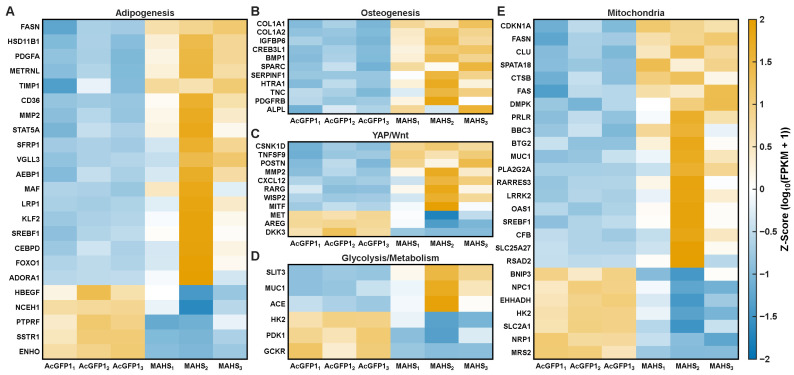
Heatmap of differentially expressed genes identified by RNA sequencing between AcGFP1- and MAHS-expressing ASC samples for gene sets (**A**) Adipogenesis (**B**) Osteogenesis (**C**) YAP/Wnt (**D**) Glycolysis/Metabolism (**E**) Mitochondria. Gene set sources are defined in the main text. Gene expression values were log_10_(FPKM + 1)-derived and z-score-normalized. Each column represents a biological replicate, and each row represents a gene that was significantly differentially expressed (*p*_adj_ < 0.05) and is associated with adipogenic or osteogenic differentiation, YAP/Wnt signaling, or metabolic or mitochondrial regulation. Significantly regulated genes that appeared in multiple gene sets are shown in each set.

**Figure 3:**
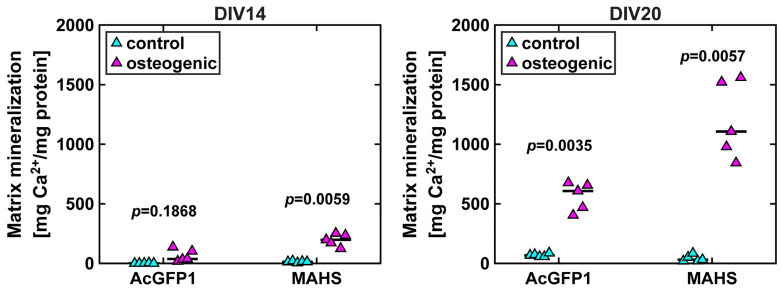
Determination of matrix calcium content. Quantification of calcium content in AcGFP1- and MAHS-expressing osteogenically differentiated ASCs (Brown-Forsythe and Welch ANOVA tests with Dunnett’s post hoc test, *n* = 5) on differentiation day (DIV) 14 and 20. *p* = 0.02, AcGFP1 osteogenic vs. MAHS osteogenic DIV14; *p* = 0.0405, AcGFP1 osteogenic vs. MAHS osteogenic DIV20. Black lines represent medians, and triangles represent individual biological replicates.

**Figure 4:**
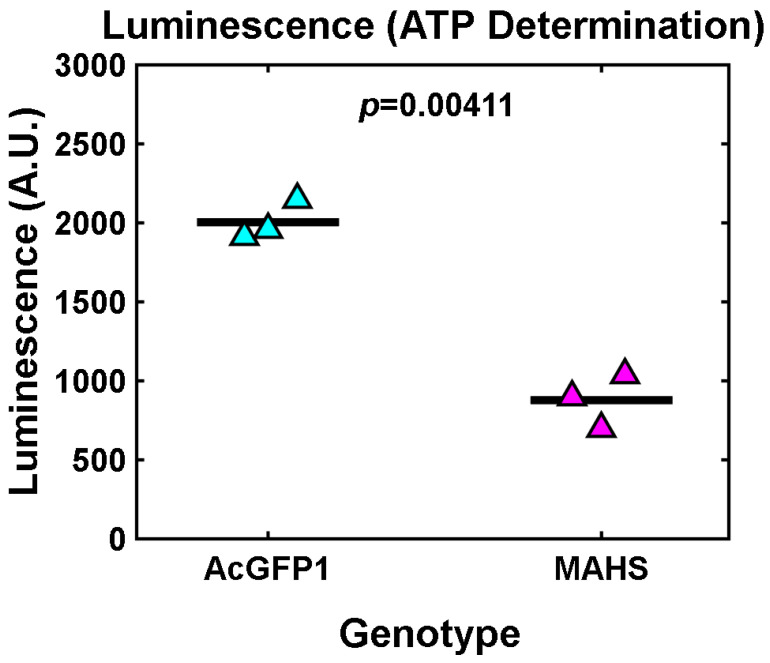
ATP determination. Quantification of luminescence resulting from the firefly luciferase reaction as a measure of ATP levels in AcGFP1- and MAHS-expressing ASCs (two-sample *t*-test, *n* = 3). Black lines represent means, and triangles represent individual biological replicates. The denoted *p*-value indicates the pairwise difference in luminescence readings between the genotypes.

**Figure 5:**
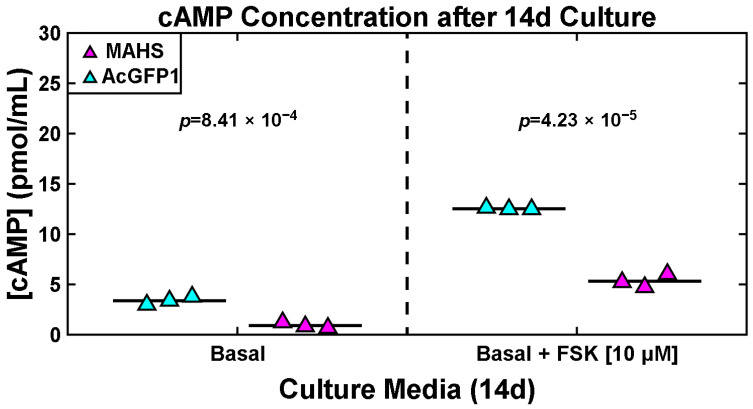
cAMP concentration. Quantification of mean cAMP concentration in AcGFP1- and MAHS-expressing ASCs with and without forskolin (FSK) supplementation (2-way ANOVA, Tukey’s HSD, *n* = 3). Black lines represent means and triangles represent individual biological replicates. The denoted *p*-value indicates the pairwise difference in cAMP concentration between the genotypes under each specific culture media condition.

**Figure 6:**
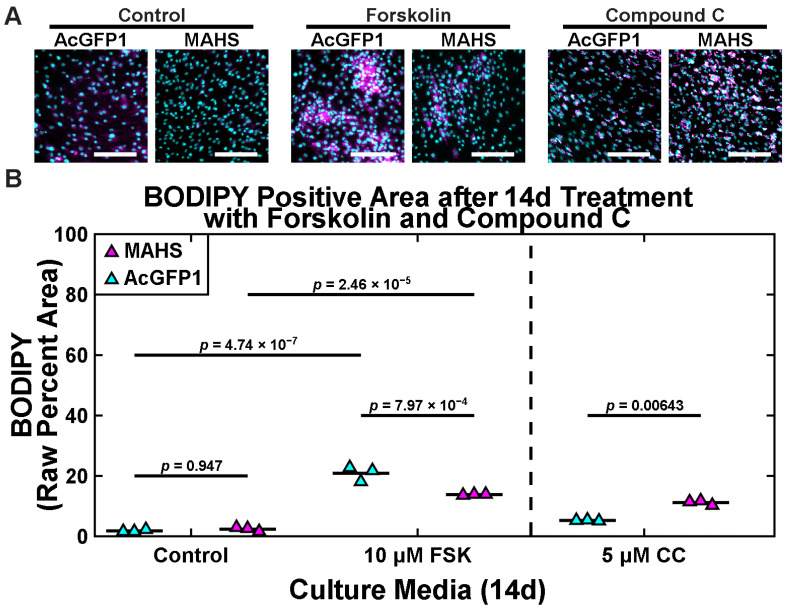
Adipogenic differentiation in the absence of adipogenic media. (**A**) Representative images of AcGFP1- (control) and MAHS-expressing ASCs 14 d treatment with 10 µM forskolin or 5 µM Compound C. Images are shown with a colorblind-accessible false coloration. Scale bars are 250 µm. (**B**) Quantification of mean BODIPY-positive area in AcGFP1- and MAHS-expressing ASCs with and without supplementation with forskolin (FSK) (2-way ANOVA, Tukey’s HSD, *n* = 3) or Compound C (two-sample *t*-test, *n* = 3). Black lines represent means, and triangles represent individual biological replicates. The denoted *p*-values indicate the pairwise differences in BODIPY-positive area between the genotypes under each specific culture media condition.

**Table 1:** Human qPCR primer sequences used in these studies.

Gene	Direction	Sequence (5′ → 3′)	Reference
*TBP*	FWD	TGTATCCACAGTGAATCTTGGTTG	OriGene HP206762 [120]
*TBP*	REV	GGTTCGTGGCTCTCTTATCCTC	OriGene HP206762 [120]
*PDE2A*	FWD	GCTGGTGAACAAGATCAATGGGC	OriGene HP206257 [121]
*PDE2A*	REV	GCTGCGATACTGAGCCTCATTC	OriGene HP206257 [121]
*ADORA1*	FWD	ATTGCTGTGGACCGCTACCTCC	OriGene HP200623 [122]
*ADORA1*	REV	CGCACTCAGATTGTTCCAGCCA	OriGene HP200623 [122]

## Data Availability

The RNA-seq datasets generated and analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO) repository under accession number GSE325200 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE325200 (accessed on 18 March 2026)). The other original contributions presented in this study are included in the article/Supplementary Material.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27146289/s1.

# Supplementary material for: Mitochondrial Abundant Heat Soluble (MAHS) Protein Expression Modulates Metabolic Dynamics in Human Adipose-Derived Stem Cells
**Source:** Int J Mol Sci. 2026 Jul 15;27(14):6289. doi: 10.3390/ijms27146289
**Supplement:** Supplementary file 1

## Supplemental Information

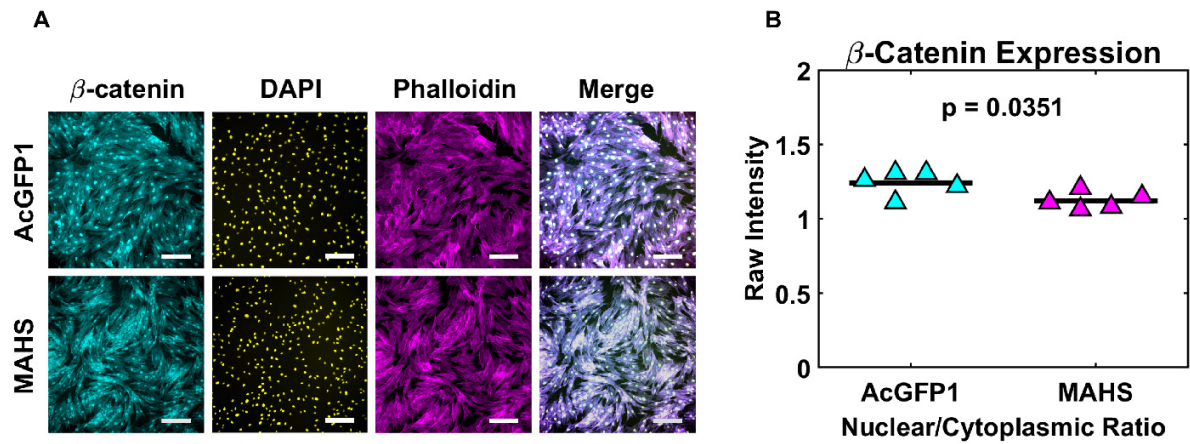

**Figure S1.**  $\beta$ -catenin expression. **(A)** Representative images of  $\beta$ -catenin expression in AcGFP1- (control) and MAHS-expressing ASCs under 24-hour basal culture media conditions. Images are shown with a colorblind accessible false coloration. Scale bars are 250  $\mu$ m. **(B)** Nuclear/cytoplasmic ratio of  $\beta$ -catenin intensity (two-sample *t*-test,  $n = 5$ ). Black lines represent means and triangles represent individual biological replicates. The denoted *p*-value indicates the pairwise difference in mean  $\beta$ -catenin intensity between the genotypes at each localization.

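The ratio sets nuclear against cytoplasmic β-catenin fluorescence, 1 value per replicate, as listed in Supplementary Data S2. It was 1.24 ± 0.0817 (SD, n = 5) in AcGFP1 and 1.12 ± 0.0574 (SD, n = 5) in MAHS. In a two-sided exact permutation test of the difference in means p was 0.0317 (n = 5 per genotype), where the smallest p possible is 0.00794. Adjusted over the 18 comparisons of supplementary assays that were tested this way, the exact p was 0.129, and 3 of 5 MAHS values lay below all AcGFP1 values. Most of the 18 set 3 values against 3, where no exact p goes below 0.1, which raises the adjusted p of the others.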

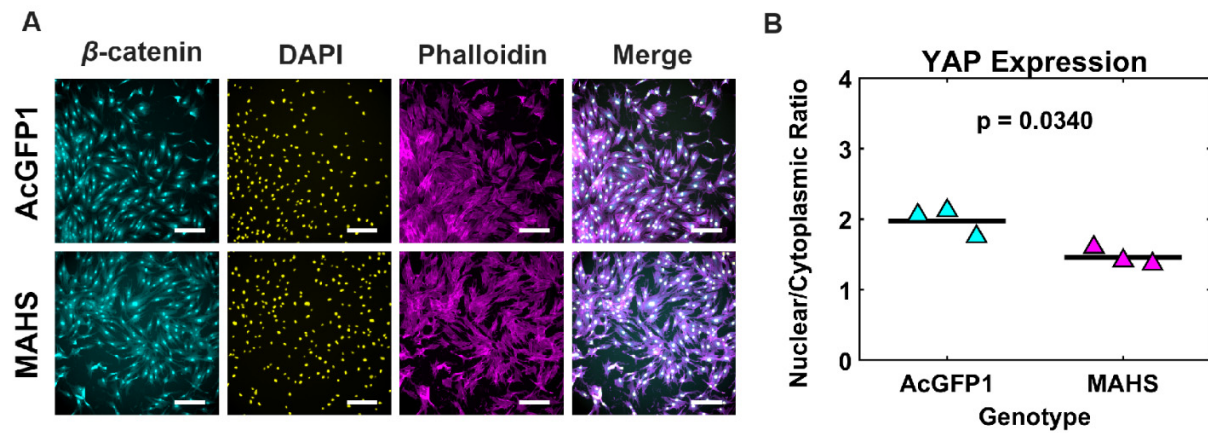

**Figure S2.** YAP expression. **(A)** Representative images of YAP expression in AcGFP1- (control) and MAHS-expressing ASCs under 24-hour basal culture media conditions. Images are shown with a colorblind accessible false coloration. Scale bars are 250  $\mu$ m. **(B)** Nuclear/cytoplasmic ratio of YAP intensity (two-sample *t*-test,  $n = 3$ ). Black lines represent means and triangles represent individual biological replicates. The denoted *p*-value indicates the pairwise difference in mean YAP intensity between the genotypes.

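Supplementary Data S2 lists 3 values of the nuclear to cytoplasmic YAP ratio per genotype. They averaged 1.98 ± 0.197 (SD, n = 3) in AcGFP1 and 1.46 ± 0.125 (SD, n = 3) in MAHS, and all 3 MAHS values lay below the AcGFP1 values. The two-sided exact permutation p was 0.1 (n = 3 per genotype), the smallest that 3 values against 3 allow.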

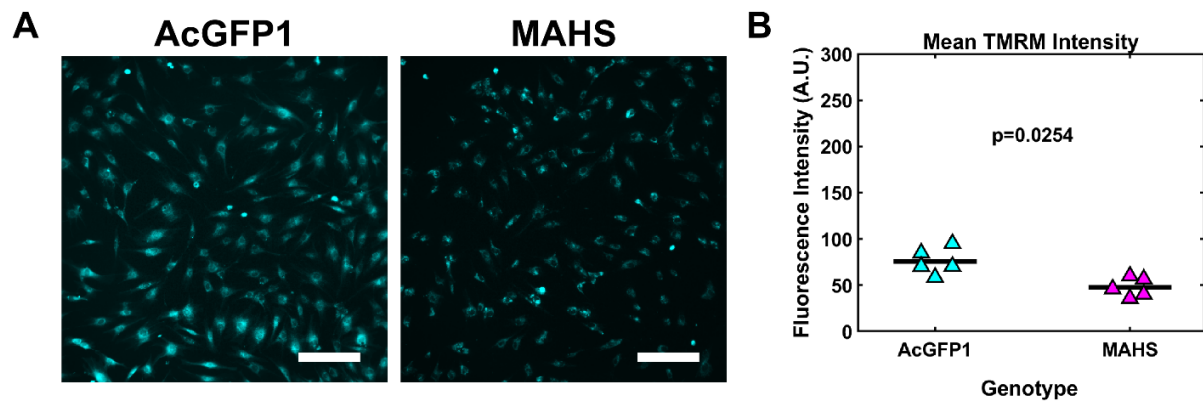

**Figure S3.** Mitochondrial membrane potential. **(A)** Representative images of ASC52telos transduced with either the AcGFP1 or MAHS transgene, labeled for mitochondrial membrane potential (TMRM, cyan). Images are shown with a colorblind accessible false coloration. Scale bars are 250  $\mu\text{m}$ . **(B)** Quantification of mean TMRM fluorescence intensity in AcGFP1- and MAHS-expressing ASCs (two-sample *t*-test,  $n = 5$ ). Black lines represent means and triangles represent individual biological replicates. The denoted *p*-value indicates the pairwise difference in mean TMRM intensity between the genotypes.

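The sheet of Supplementary Data S2 headed Fig S4 holds mean TMRM intensities, the measure of Fig. S3B. The listed intensities averaged 95.6 ± 19.8 (SD, n = 5) in AcGFP1 and 75.5 ± 19.1 (SD, n = 5) in MAHS. The difference was within the spread of the replicates (two-sided exact permutation test, p = 0.127), and 2 of 5 MAHS values lay below all AcGFP1 values.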

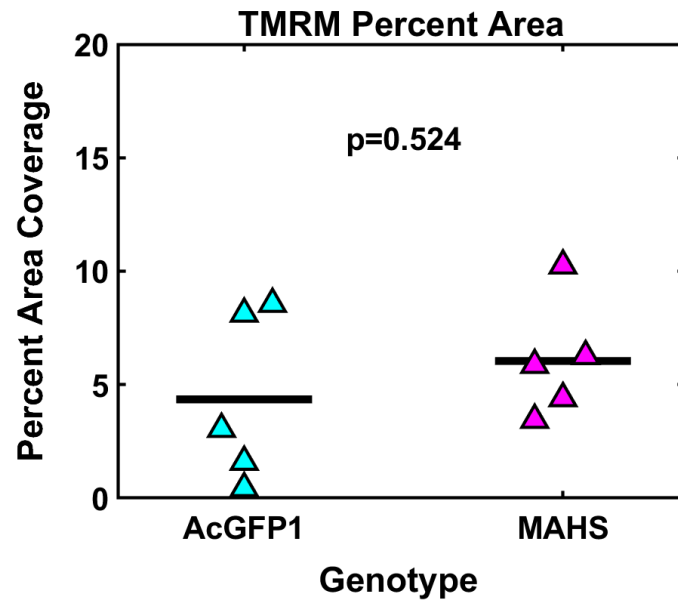

**Figure S4.** Percent area coverage of TMRM. Quantification of mean percent cell area coverage of TMRM in AcGFP1- and MAHS-expressing ASCs (two-sample *t*-test,  $n = 5$ ). Black lines represent means and triangles represent individual biological replicates. The denoted p-value indicates the pairwise difference in mean TMRM percent area coverage between the genotypes.

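Percent area is the share of the cell area covered by TMRM signal, taken here from the sheet of Supplementary Data S2 headed Fig S5. It was 4.35 ± 3.76 (SD, n = 5) in AcGFP1 and 6.04 ± 2.61 (SD, n = 5) in MAHS, a difference within the replicate spread (two-sided exact permutation test, p = 0.429). The difference of 1.69 fell to 0.639 without MAHS replicate 5 and rose to 2.74 without AcGFP1 replicate 1.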

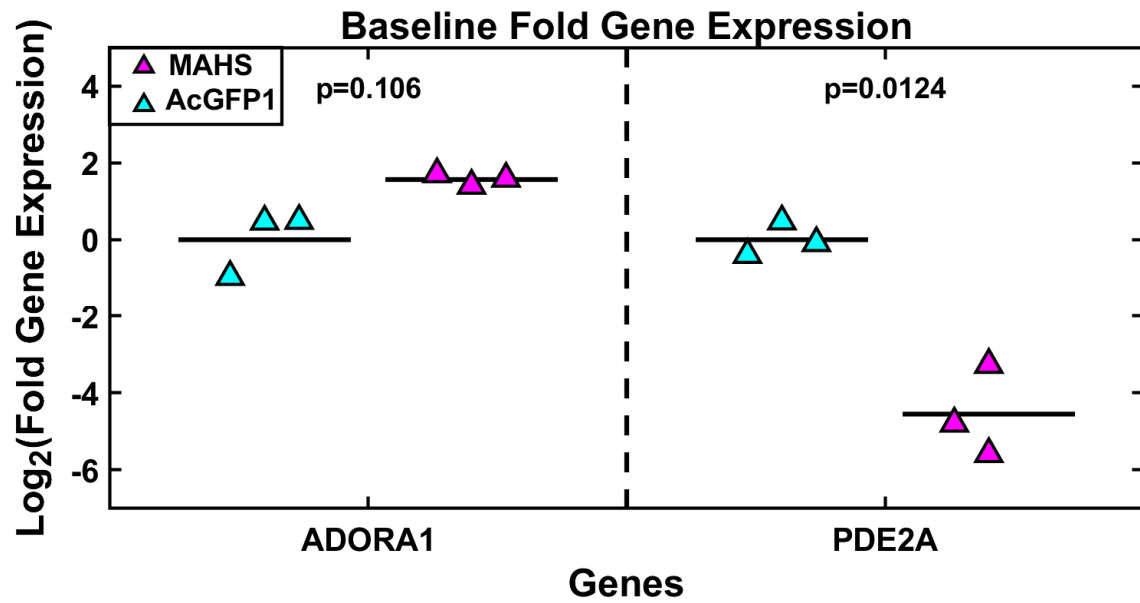

**Figure S5.** *ADORA1* and *PDE2A* gene expression. (A) Baseline fold gene expression of *ADORA1* and *PDE2A* in AcGFP1- (control) and MAHS-expressing ASCs under 24-hour basal culture media conditions. (two-sample *t*-test,  $n = 3$ ). Black lines represent means and triangles represent individual biological replicates. The denoted *p*-value indicates the pairwise difference in mean baseline fold gene expression between the genotypes.

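The sheet of Supplementary Data S2 headed Fig S3 holds the qPCR values, as log2 expression relative to the AcGFP1 mean after normalization to TBP. For ADORA1 the MAHS mean was 1.57 ± 0.151 (SD, n = 3), and the AcGFP1 replicates had an SD of 0.835. For PDE2A the MAHS mean was −4.55 ± 1.18 (SD, n = 3), against an SD of 0.441 in AcGFP1. In both genes the MAHS and AcGFP1 values were apart, with a two-sided exact permutation p of 0.1 (n = 3 per genotype), which is the smallest possible.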

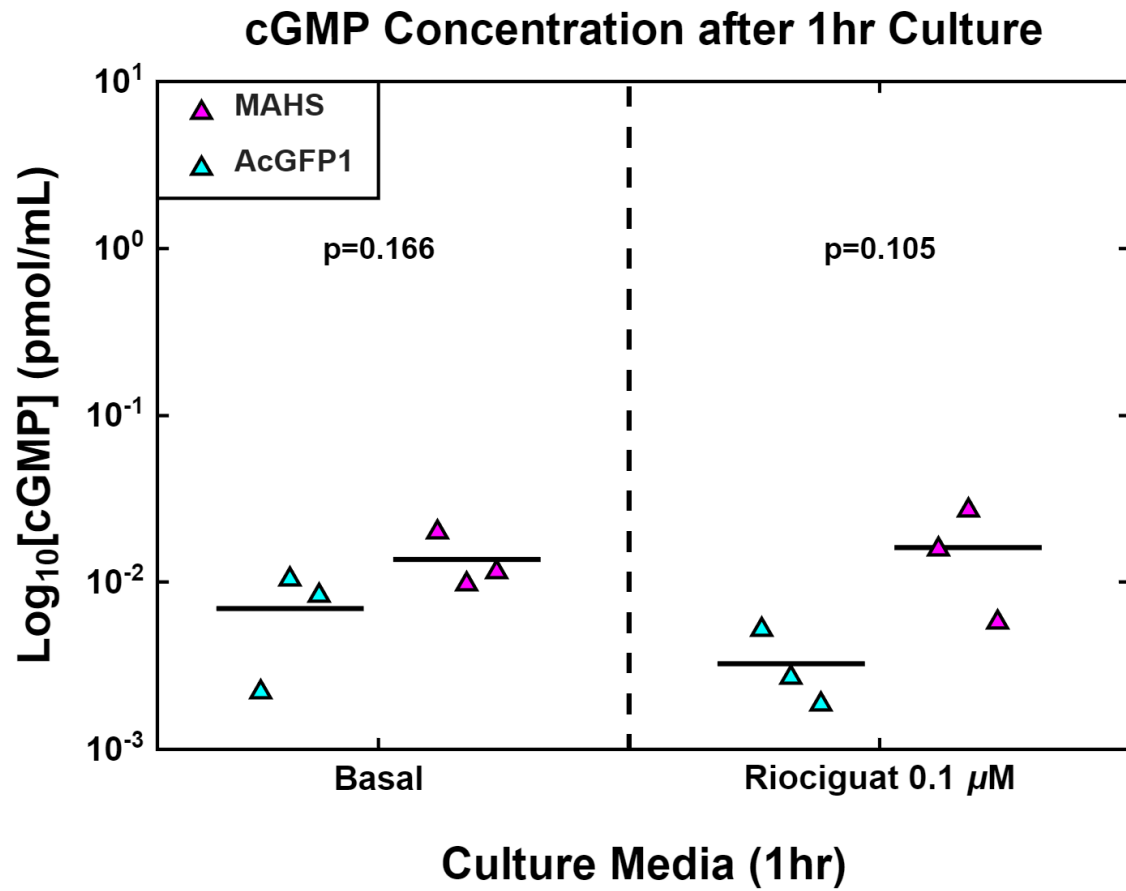

**Figure S6.** cGMP concentration. Quantification of mean cGMP concentration in AcGFP1- and MAHS-expressing ASCs with and without Riociguat supplementation (2-way ANOVA, Tukey's HSD,  $n = 3$ ). The denoted p-value indicates the pairwise difference in  $\log_{10}(\text{cGMP})$  concentration between the genotypes under each specific culture media condition.

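Riociguat stimulates soluble guanylate cyclase, the enzyme that makes cGMP. The listed cGMP concentrations in routine media were 0.00694 ± 0.00424 (SD, n = 3) in AcGFP1 and 0.0136 ± 0.00536 (SD, n = 3) in MAHS (two-sided exact permutation test, p = 0.2). With riociguat they were 0.00325 ± 0.00173 in AcGFP1 and 0.0160 ± 0.0105 in MAHS, with all 3 MAHS values above the AcGFP1 values (n = 3 each, two-sided exact permutation test, p = 0.1, the smallest possible). The difference in routine media was 0.00363 without MAHS replicate 1, and that with riociguat 0.0075 without MAHS replicate 2.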

How the deposited data were processed for this re-analysis (not part of the article)

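RNA was sequenced from 6 cultures of ASC52telo cells, an immortalized human adipose-derived stem cell line. Of these, 3 expressed MAHS fused to AcGFP1 and 3 expressed AcGFP1 alone. Each genotype was plated 3 separate times at 50000 cells per well and cultured for 24 h in routine media before RNA was taken. Per the methods, the authors removed adapter reads, reads with many undetermined bases and low-quality reads from poly(A) paired-end libraries, aligned the rest to GRCh38 with HISAT2, and deposited the raw count of reads per gene, without normalization. The tool that counted the reads, its strand setting and the annotation release are not named in the paper's text, so values of genes that overlap a neighbour or run antisense to one are uncertain. The authors also deposited FPKM, which divide each count by the gene length and by a library size. The deposited counts, FPKM and gene lengths give 1 library size per library, and it is proportional to DESeq2's size factor, not to the library total.

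Libraries held from 12931573 to 18542853 counts, and 14316 of the 58735 genes in the table were tested. A group whose libraries all held 3 counts or fewer was treated as at the floor, and fold changes against it are lower bounds computed with 3 counts in each of its libraries. Read counts without molecular identifiers are not independent molecules, so such floors cover counting error only.

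The 3 MAHS libraries were compared with the 3 AcGFP1 libraries with edgeR 4.0.16 in R 4.3.3, using TMM factors, filterByExpr by group with its defaults, and the quasi-likelihood test (glmQLFit and glmQLFTest, two-sided). P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05 with a log2 fold change of at least 1 or at most −1. The standard error of an edgeR log2 fold change is the size of the change divided by the square root of its F statistic. CPM are TMM-normalized, and log2 values of single libraries use a prior count of 2. Only some of the genes covered by the naming rule are discussed in the text. The rule covers every gene that the study names with an RNA-seq value or draws in Fig. 2, the cGMP and cAMP genes it names, and PPARG, CEBPA, RUNX2, SP7 and IBSP. The rule adds the 5 genes with the largest rise and the 5 with the largest fall among genes past the threshold with non-overlapping groups, the 5 genes with the smallest p, and the 3 genes with the smallest p in each list. The tests, the main settings, this rule, the gene lists and all alternatives except those named as later additions were chosen before the data were examined.

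Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, two-sided, with adjustment over 13 lists: glycolytic enzymes, HIF targets outside glycolysis, p53 targets, interferon-stimulated genes, proliferation genes, genes encoded by mitochondrial DNA, adipocyte markers, osteoblast markers, collagens, laminins, solute carriers, nuclear OXPHOS genes and cytosolic ribosomal proteins. They were written from general knowledge or by gene symbol. HIF targets and solute carriers share 1 gene, and collagens and osteoblast markers share 2. The Gene Ontology and Harmonizome lists used in the study were not used here. For the panels of Fig. 2, the genes drawn were counted over all genes tested and adjusted over the list alone.

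Alternatives were DESeq2 1.42.0 with its defaults, DESeq2's median-of-ratios factors in edgeR, no filter beyond 1 count, a minimum of 10 counts in every library, the replicate number as a block, a robust quasi-likelihood fit, limma-voom with sample quality weights, limma-trend on log2 FPKM with a pseudocount of 1 or 0.1 and a mean FPKM of at least 0.5, the same without a filter, no fold change threshold, and each library left out in turn. Where a passage says that a gene passed the threshold without 1 library, the gene did not pass it without the libraries that are not mentioned. For the lists they also included an estimated correlation, fry, and leaving out members that the study names. Alternatives added after seeing the data were DESeq2 with each library left out, adjusted p thresholds of 0.1, 0.15 and 0.2, the set of genes called by DESeq2 for the description of the MAHS libraries, the scan of neighbouring genes and its split of chromosome 1 where the mean of the MAHS libraries changes sign, and the removal of trends with gene length or GC content. The scan took the medians of the log2 differences from the AcGFP1 mean over 200 bins of 40 neighbouring genes with a mean log2 CPM above 4, on positions in GRCh38, with a threshold of 0.3 in the mean of the MAHS libraries. It was compared with 1000 random gene orders.

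The values per replicate in Supplementary Data S2 were compared between genotypes by exact permutation tests of the difference in means, two-sided, with adjustment over 18 comparisons. Differences between media were tested by permuting genotype within each medium, which gives 400 groupings and a smallest p of 0.005. This assumes no genotype difference in either medium, so it has little power where both differences are large and of the same sign. Most of the 18 set 3 values against 3, which cannot pass the threshold. These tests and tables used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. As a check of the files, 5118 of 5118 counts compared with Supplementary Data S1 were identical. The check covered 890 of its 26699 rows, of which 853 matched a gene. Adjusted p-values with DESeq2 differed from those listed by at most 1.49 on the log10 scale.

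The procedure was tested on simulated data with 3 libraries per group, in which 200 genes were changed by 2 on the log2 scale. Each gene took the dispersion of the trend at its expression level, the same in both groups, and no library was made to stand apart. The numbers recovered and called therefore do not carry over to the unequal spread of the real groups. With the spread of the AcGFP1 libraries, edgeR recovered 200 of them and DESeq2 199. With the spread of all 6 libraries, edgeR recovered 166 and DESeq2 176, and among 13694 unchanged genes they called 6 and 25. The scan found 5 of 5 simulated stretches at the first spread and 3 of 5 at the second. The functional assays drawn in the main figures have no sequencing data, and beyond the values per replicate they were not analysed here.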

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

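Some tests here were chosen only after the result was seen. They include the tests that left MAHS replicate 2 out of the interferon and p53 lists, and the count of calcium values listed at 0. The tests of the 2 parts of chromosome 1 and the comparison of the chromosome 3 stretch with random gene orders are among them too. The scan of neighbouring genes, the tests built on it and the removal of length and GC trends were added after seeing the data. The other tests here were set beforehand. The limit used to read the tests of gene length and GC content in this section, a shift of 5 percentage points, was also set after their values were known.

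Interferon-stimulated genes, which the paper does not report as a group, were higher in MAHS. Their median log2 fold change was 1.46, with 33 of 34 genes higher, and the median was above the AcGFP1 mean in all 3 MAHS libraries, by 0.75, 2.32 and 0.50 in replicates 1, 2 and 3 (camera, adjusted p = 5.44e-15). The adjusted p ranged from 3.86e-22 to 0.296 over the alternatives, and it was not under 0.05 with an estimated correlation (0.296) or with fry (0.159). MAHS replicate 2 alone does not account for the rise, since without it the median was 0.63 and the adjusted p 4.48e-11. The genes with the smallest p were BST2 (ENSG00000130303, chromosome 19, 17402939 to 17405648), IFI6 (ENSG00000126709, chromosome 1, 27666061 to 27672218) and TRIM22 (ENSG00000132274, chromosome 11, 5689689 to 5737089), with log2 fold changes of 4.23, 3.15 and 2.10 (edgeR adjusted p = 0.0832 for each), and every MAHS library was above every AcGFP1 library in each of them. The study names 2 genes of the list, OAS1 and RSAD2, and without them the median was 1.43 (1.9e-14). An effect of MAHS, and any difference between the lines other than MAHS that raises these genes, both stay open, because each genotype is represented by 1 line.

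Targets of p53 were also higher as a set, with a median log2 fold change of 0.69 and 29 of 30 genes higher (camera, adjusted p = 1.46e-08). The paper names 5 of them but does not test the set. The medians were 0.79, 0.49 and 0.76 in MAHS replicates 1, 2 and 3, and without MAHS replicate 2 the adjusted p was 3.1e-14, so that library alone does not account for the rise. The adjusted p ranged from 3.1e-14 to 0.201 over the alternatives. It stayed under 0.05 with fry (0.0124) and not with an estimated correlation (0.201). Without the 5 members that the study names the median was 0.66 (8.72e-05). The genes with the smallest p were CDKN1A, SPATA18 and TP53I3 (ENSG00000115129, chromosome 2, 24077433 to 24085861), the 1 gene of the list that was lower, with a log2 fold change of −1.95 (edgeR adjusted p = 0.11). A difference between the lines other than MAHS stays open here too, as untested.

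Proliferation genes set MAHS replicate 2 apart. Their median log2 distance from the AcGFP1 mean was −5.26 in that library, 0.01 in MAHS replicate 1 and 0.50 in MAHS replicate 3. For example, CDC20 (ENSG00000117399, chromosome 1, 43358955 to 43363203) had 3141, 2002 and 3950 counts in AcGFP1 and 1579, 1 and 901 in MAHS, CCNB1 (ENSG00000134057, chromosome 5, 69167010 to 69178245) had 2651, 1534 and 3381 and 1510, 44 and 446, and KIF20A (ENSG00000112984, chromosome 5, 138178719 to 138187715) had 1105, 523 and 1511 and 635, 5 and 395. These 3 genes were below the AcGFP1 mean in MAHS replicates 1 and 3 too, unlike the list medians there. As a set the list was lower with all libraries, with a median of −0.32 (camera, adjusted p = 0.000639), and without MAHS replicate 2 it was higher, with a median of 0.26 (0.152). The median was −0.51 without MAHS replicate 1, −0.96 without MAHS replicate 3 and −0.16 without AcGFP1 replicate 3. Over the alternatives the adjusted p ranged from 1.07e-07 to 0.662. A candidate explanation for the distance of that library is fewer dividing cells in its plating, as the median of −5.26 would need. The cause of such a difference between platings, for example cell density, was not tested, and with 1 such library it is not a result about MAHS.

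A scan of neighbouring genes, which was added after seeing the data, found 3 stretches where the MAHS libraries moved together. On chromosome 3, from 130850595 to 198043720, the genes were lower, with a median log2 difference of −0.53. On chromosome 1, from 202348699 to 213274773, they were higher by 0.37 (0.35, 0.52 and 0.32 in MAHS replicates 1, 2 and 3), and on chromosome 17, from 81035122 to 83095119, by 0.43 (0.53, 0.37 and 0.50). On chromosome 3, 64.8% of genes were lower in all 3 MAHS libraries, against 21.9% elsewhere. Of 200 bins 6 passed the threshold, and 0 of 1000 random gene orders gave a bin past it, so neighbouring genes past the threshold by chance are argued against. The largest bin median of a single AcGFP1 library was 0.163. GC content or gene length bias is argued against for chromosome 3, where the median was −0.48 with the GC trend removed and −0.53 with the length trend removed.

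A candidate explanation for these stretches is a different number of copies of those parts of the chromosomes in the MAHS line, which would carry low-expressed genes along. Genes too dim for the scan were used as a test. On chromosome 17 the 19 dim genes were higher by 0.46, 0.87 and 0.70 in MAHS replicates 1, 2 and 3, and at most 3.6% of random runs of dim genes were as far in any 1 library, as more copies would give. Without the genes called by DESeq2 the medians of that stretch were 0.31, −0.41 and 0.36, which goes against more copies in MAHS replicate 2, although leaving out called genes lowers the median of any raised stretch. In the stretches of chromosomes 1 and 3 the medians without called genes in that library were 0.48 and −0.55. With FPKM the median on chromosome 17 was 0.42, 0.27 and 0.46. More copies there remain a hypothesis, since the stretch was found and tested on the same libraries. On chromosome 3 the 119 dim genes were at −0.48, −0.02 and −0.51, and 5.2% of random runs were as far in MAHS replicate 2. Fewer copies of that part of chromosome 3 and another cause cannot be told apart there, because MAHS replicate 2 is within the random runs while in the other 2 MAHS libraries 0% of runs were as far. In the stretch of chromosome 1 the dim genes were at 0.37, 0.20 and 0.39. As far were 0.7%, 53.5% and 4.8% of random runs in MAHS replicates 1, 2 and 3, and 4 of 1000 runs in all 3. More copies of that stretch cannot be told apart from another cause by these genes, because MAHS replicate 2 is within the random runs.

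That stretch lies in a wider pattern along chromosome 1. All 12 bins from 629640 to 117107453 were below 0 in all 3 MAHS libraries, with medians over their genes of −0.23, −0.39 and −0.21 in replicates 1, 2 and 3. The 9 bins from 117367449 to 248859144 were above 0 in all 3, except 1 bin of replicate 2 at −0.01, with medians of 0.31, 0.15 and 0.26. With the GC trend removed the medians were −0.26, −0.26 and −0.21 in the first part and 0.28, 0.29 and 0.26 in the second. The dim genes moved alike, with −0.30, −0.05 and −0.21 in the first part and 0.28, 0.52 and 0.27 in the second. As far in any 1 MAHS library were 0% of random runs of dim genes for the first part and at most 0.618% for the second, although these runs overlap and come from 5 and 8 chromosomes. Fewer copies of the first part and more copies of the second in the MAHS line would give this, and they remain a hypothesis found and tested on the same libraries. No DNA was measured in these samples. The named genes in the stretches are ADORA1, BTG2 and HSD11B1 on chromosome 1, EHHADH, FOXL2NB, NCEH1, NDUFB5, PRKCI and RPL35A on chromosome 3, and CSNK1D, FASN and METRNL on chromosome 17. The changes of PRKCI (−0.50) and NDUFB5 (−0.51) were no larger than the median of their stretch.

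The 5 genes with the smallest p are not among those the paper discusses. FCHSD1 (ENSG00000197948, chromosome 5, 141639302 to 141651419) had 34, 30 and 42 counts in AcGFP1 and 372, 520 and 414 in MAHS, a log2 fold change of 3.71 (standard error 0.21, edgeR adjusted p = 0.0117). FBXL16 (ENSG00000127585, chromosome 16, 692498 to 705829) had 8, 7 and 7 and 266, 416 and 197 counts, a log2 fold change of 5.37 (standard error 0.35, edgeR adjusted p = 0.0121). The adjusted p of both was 0.117 with the replicate number as a block, and without 1 AcGFP1 library it was between 0.221 and 0.237 for FCHSD1 and between 0.233 and 0.245 for FBXL16. Without MAHS replicate 3 it was 0.055 for FCHSD1. SORCS2 (ENSG00000184985, chromosome 4, 7192538 to 7742836) rose by 3.03 on the log2 scale (standard error 0.32, edgeR adjusted p = 0.0832). ZNF518B (ENSG00000178163, chromosome 4, 10439874 to 10457410) had 95, 68 and 98 counts in AcGFP1 and 0, 0 and 0 in MAHS, at least 26.6-fold lower, and FOXL2NB (ENSG00000206262, chromosome 3, 138947234 to 138953451), in the stretch of chromosome 3, was at least 23.9-fold lower (edgeR adjusted p = 0.0832 for each). These 3 genes passed the threshold without MAHS replicate 1, at 0.0375, 0.0352 and 0.0352 in that order, and without MAHS replicate 2, at 0.0148, 0.0144 and 0.0169. Over all alternatives the adjusted p ranged up to 0.249 for FCHSD1 and FBXL16 and up to 0.584 for SORCS2, ZNF518B and FOXL2NB. No technical explanation was tested for these single genes, and an effect of MAHS and a difference between the 2 lines other than MAHS both stay open.

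Among the assays of Supplementary Data S2, 1 of 14 groups tested held a value far from the others, about as many as chance gives at 1 in 20. In control medium at DIV14, 1 AcGFP1 calcium value was 4.324 and the other 4 were listed at 0. That fits values at the lower end of the assay, where a single value above 0 stands apart, and no other explanation was tested.

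For BODIPY, a lipid dye, the difference between the genotypes changed with the medium. MAHS minus AcGFP1 was 0.578 in basal medium, −7.06 with forskolin and 5.92 with Compound C. With 1 replicate left out, the difference in basal medium ranged from 0.304 to 0.944. The difference between the forskolin and basal effects was −7.63 (exact permutation within media, two-sided, p = 0.015, adjusted 0.0375), with all 3 MAHS values below the AcGFP1 values with forskolin. Between Compound C and forskolin the difference was 12.97 (exact permutation within media, two-sided, p = 0.005, adjusted 0.025), the smallest p that 400 groupings allow. The scale of the measure does not account for the second, which was 1.67 on the log2 scale with an exact permutation p of 0.005. On the log2 scale the first was −0.97 (exact permutation p = 0.03, adjusted 0.075). Permuting genotype within media also assumes no genotype difference in either medium, so these p-values are not for the change with the medium alone. The paper tests Compound C apart from basal medium and forskolin. If it was a separate experiment, a difference between experiments is part of any comparison with it. The paper reports the genotype difference in each of these media. A response to forskolin and Compound C that differs between the genotypes stays open, as a hypothesis found and tested on the same values.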

How the results depend on the processing

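DESeq2 with 1 library left out, the higher adjusted p thresholds, the shares of genes called by DESeq2, the settings that remove trends, and the removal of the mean genotype difference in the assays with its simulation were chosen only after results were seen, and the other alternatives were set beforehand.

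Normalization alone changed no count of calls over all genes tested. Adjusted over the list alone, DESeq2's median-of-ratios factors gave 16 genes higher in Fig. 2E in place of 15. With DESeq2's median-of-ratios factors, with a robust fit, with log2(FPKM + 0.1) and with no fold change threshold edgeR or limma again called 2 genes higher and 0 lower. With DESeq2 the counts were 489 higher and 176 lower, with no count filter 286 and 82, and with limma-voom and quality weights 161 and 48. With at least 10 counts in every library 1 gene was higher, because FBXL16 was no longer tested, and with log2(FPKM + 1) 1 was higher. With log2(FPKM + 1) and no filter 0 genes were called, while 2330 had an unadjusted p under 0.05. Apart from the filter on 10 counts, the cause was not tested. At adjusted p thresholds of 0.1, 0.15 and 0.2, chosen after seeing the values, edgeR called 51, 153 and 245 genes higher and 29, 77 and 128 lower. The genes shared with DESeq2 were 274 higher and 82 lower with no count filter, and 154 and 43 with limma-voom.

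Across the 6 fits that each left out 1 library, edgeR called from 0 to 181 genes higher and from 0 to 124 lower. It called 181 and 124 without MAHS replicate 1, 165 and 84 without MAHS replicate 2, 1 and 0 without MAHS replicate 3, and 0 and 0 without any AcGFP1 replicate, where from 1048 to 1157 genes had an unadjusted p under 0.05. DESeq2 called from 206 to 956 genes higher and from 58 to 577 lower, with 956 and 577 without MAHS replicate 1. Without AcGFP1 replicate 1, 2 or 3 it called 267, 256 and 206 higher and 72, 77 and 58 lower. The low edgeR count does not follow from 3 libraries per group alone, since the same test recovered 166 of 200 changed genes in simulated data with the spread of all 6 libraries. Those simulated groups had the same spread and no outlying library. The real groups had biological coefficients of variation of 0.139 (AcGFP1) and 0.530 (MAHS), so the simulation does not give the power of the real test.

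With the replicate number as a block (replicate block), edgeR called 0 genes higher and 0 lower, with 1404 genes at an unadjusted p under 0.05. The replicate numbers do not pair the libraries of the 2 genotypes, since the correlations of their deviations were −0.10, −0.18 and 0.15 for replicates 1, 2 and 3, and the block costs degrees of freedom. Under the block the log2 fold change of PLIN4 was −0.10 in place of 1.66. It was −1.37 with limma-voom and quality weights, and from −1.71 to 2.18 with each library left out, −1.71 without MAHS replicate 2.

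In the panels of Fig. 2, DESeq2 called 23, 10, 9, 6 and 23 genes of Fig. 2A, 2B, 2C, 2D and 2E. No count filter gave 13, 8, 5, 4 and 15, and limma-voom with quality weights gave 7, 7, 4, 2 and 8. Leaving out 1 library gave from 0 to 8, 0 to 8, 0 to 4, 0 to 3 and 0 to 9. The counts were 7, 6, 4, 3 and 9 without MAHS replicate 1, 8, 8, 4, 2 and 6 without MAHS replicate 2, and 0 without any other library. All other alternatives gave 0, as did the test with all libraries and the main settings, where 22, 11, 11, 6 and 24 genes had an unadjusted p under 0.05.

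The gene lists kept their direction under camera with estimated correlation and under fry. With estimated correlation the adjusted p was 0.296 for glycolytic enzymes, interferon-stimulated genes, collagens and laminins, 0.201 for p53 targets, 0.662 for proliferation, 0.213 for osteoblast markers, 0.637 for nuclear OXPHOS genes and 0.665 for ribosomal proteins. With fry it was 0.137 for glycolytic enzymes and laminins, 0.159 for interferon-stimulated genes, 0.556 for proliferation, 0.103 for collagens, and 0.267 for nuclear OXPHOS genes and ribosomal proteins. Without members the study names, the direction was reversed for osteoblast markers (0.95) and adipocyte markers (0.952), where few tested genes were left in either list. Leaving out 1 library gave adjusted p from 1.07e-07 to 0.152 for proliferation, which was reversed at 0.152 without MAHS replicate 2. It gave 5.07e-05 to 0.0799 for osteoblast markers (0.0799 without MAHS replicate 1) and 0.000594 to 0.0724 for ribosomal proteins (0.0569 without MAHS replicate 2, 0.0724 without MAHS replicate 3). For HIF targets it gave 0.00122 to 0.926 (0.00122 without MAHS replicate 2). For adipocyte markers it gave 0.565 to 0.926, reversed at 0.926 without MAHS replicate 3. For genes of mitochondrial DNA it gave 0.458 to 0.876, reversed at 0.537 without AcGFP1 replicate 3 and 0.664 without MAHS replicate 1. The causes were not tested.

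Among genes higher with DESeq2, the share farthest from AcGFP1 in MAHS replicates 1, 2 and 3 was 4.91%, 79.3% and 15.7%, and 1.57%, 55.2% and 6.51% among genes called without that replicate. Among lower genes the shares were 9.09%, 58.5% and 32.4%, and 2.43%, 37.2% and 32.1%. The shares fell when the genes were called without the replicate in question, by little for lower genes in replicate 3. The cause was not tested.

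In the assays, the calcium difference in control medium at DIV20 ranged from −37.1 to −21.1 with 1 replicate left out, and without MAHS replicate 1 its adjusted exact p was 0.0476. The difference of the cAMP effects with and without forskolin was −4.73, and on the log2 scale it was reversed, at 0.69, which follows from the change from differences to ratios. The difference of BODIPY effects between forskolin and basal medium was −0.97 on the log2 scale and no longer past the threshold.

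Permuting genotype within each medium assumes no genotype difference in either medium. In 4000 simulated sets with the SD and the mean genotype difference of cAMP, equal in both media, it gave a p of at most 0.05 in 0% of sets, so a large p there is no evidence of equal differences. With the mean genotype difference of the 2 media removed first, a version chosen after seeing the values, the permutation p was 0.005 for cAMP (difference −4.73, adjusted 0.00625, against an adjusted exact p of 0.156) and for BODIPY between Compound C and basal medium (5.34, adjusted 0.00625 against 0.15). Both other BODIPY differences also had an adjusted permutation p of 0.00625, and cGMP had 0.39. On the log2 scale the adjusted permutation p was 0.0438 for cAMP, with the sign reversed. This version is approximate and gives low p-values too often, with a p of at most 0.05 in 8.12% and at most 0.005 in 1.68% of the simulated sets.

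Of the named genes and single results, 178 of 1209 other comparisons changed, 171 of them stronger, 5 weaker and 2 reversed. In the fits without 1 library 96 of 731 changed, 79 stronger, 7 weaker, 1 reversed and 9 moved. Stronger means past the threshold only under the alternative, and weaker the opposite. With all libraries only FCHSD1 and FBXL16 were past it, so no other gene could be counted as weaker. The excess of stronger over weaker thus says nothing about how robust the results are. IBSP gives no value without MAHS replicate 1, because its MAHS counts come from that library. At this depth CEBPA, SP7 and IBSP, with at most 34 counts in any library, allow no statement about a change.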

Differences from the paper's values

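DESeq2 with 1 library left out and an adjusted p threshold of 0.2 were chosen only after the result was seen, and all other alternatives named here were set before the data were examined.

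The paper reports 491 genes higher and 178 lower in MAHS, and edgeR gave 2 and 0, with 2041 genes at an unadjusted p under 0.05. With DESeq2 the counts were 489 and 176, within 1.5 times the paper's, and DESeq2 is the tool named in the paper's methods. The lower count also came within 1.5 times the paper's 178 without MAHS replicate 1, at 124. DESeq2 without MAHS replicate 2, chosen after seeing the values, gave 446 higher and 258 lower, and without MAHS replicate 3 gave 630 and 140. At an adjusted p under 0.2, also chosen after seeing the values, edgeR gave 128 lower, within 1.5 times the paper's 178, and 245 higher, which is not within it. None of the other alternatives set before the data were examined closed either gap.

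For the panels of Fig. 2 edgeR gave 0 genes in each direction, with 22, 11 and 11 genes of Fig. 2A, 2B and 2C and 6 and 24 of Fig. 2D and 2E at an unadjusted p under 0.05. The paper's text gives 16 adipogenesis genes higher and 4 lower, and DESeq2 gave 18 and 5. The lower count was 3 with no count filter and 3 without MAHS replicate 2, which are also within the paper's. For ossification the paper gives 11 genes higher, and the count was 10 with DESeq2, 8 with no count filter and 8 without MAHS replicate 2. For Wnt and YAP genes the paper gives 7 higher and 3 lower, against 7 and 2 with DESeq2, and 5 higher with no count filter. For the metabolic lists the paper gives 24 higher and 7 lower, against 19 and 8 with DESeq2 in the genes drawn in Fig. 2D and 2E. Adjusted over the list alone, edgeR also came within the paper's counts, with 17 higher and 5 lower in Fig. 2A, 10 higher in Fig. 2B, and 7 higher and 2 lower in Fig. 2C. It gave 3 higher and 3 lower in Fig. 2D and 15 and 6 in Fig. 2E. The other alternatives closed none of these gaps, although limma-voom with quality weights and edgeR without MAHS replicate 1 called some of the genes that the paper names. The lists behind the paper's counts were not used here, so the counts cover only genes drawn in the figure.

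The paper's adjusted p of ADORA1 is 0.014, and edgeR gave 0.251. DESeq2 gave 0.014, and none of the other alternatives came within the paper's value. For qPCR of PDE2A the paper's p is 0.0124, from its two-sample test, while the exact permutation test gave 0.1, the smallest that 3 values against 3 allow, and none of the alternatives closed the gap. The MAHS mean of TMRM intensity is about 48 in Fig. S3B, read by eye, and the values listed in Supplementary Data S2 averaged 75.5 with an SD of 19.1. None of the alternatives set before the data were examined closed that gap.

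All 41 log2 fold changes in the paper's text were within the error of the edgeR values or of their bounds. Further, ALPL, which the paper describes as strongly induced, overlapped between the genotypes, with 32, 110 and 79 counts in AcGFP1 and 403, 126 and 956 in MAHS. RSAD2, listed by the paper among strongly induced genes, had 0 counts in MAHS replicate 3. GUCY1A2 and NPR3, which it describes as strongly raised, overlapped between the genotypes, with an edgeR adjusted p of 0.3 and 0.351, and PRKAA2, described the same way, had a log2 fold change of 0.93 (edgeR adjusted p = 0.339). With DESeq2 the adjusted p was 0.0325 for GUCY1A2, 0.0824 for NPR3 and 0.293 for PRKAA2. The Discussion describes lipid as reduced in MAHS at baseline, while BODIPY in basal medium was 2.36 ± 0.659 (SD, n = 3) in MAHS and 1.78 ± 0.376 in AcGFP1, with an exact permutation p of 0.3 (two-sided). BMP1, listed as upregulated, had a log2 fold change of 0.97, under the paper's own threshold. The paper describes nuclear β-catenin and YAP ratios and TMRM intensity as lower with statistical support, while the adjusted exact permutation p was 0.129, 0.129 and 0.152. For YAP the smallest exact permutation p that 3 values against 3 allow is 0.1, so it had no chance to pass, and all 3 MAHS values lay below the AcGFP1 values. For β-catenin the unadjusted exact permutation p was 0.0317.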

Other observations

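The tests of abundant genes, of mixed cells, of a mislabelled sample and of cells of another line were chosen only after the result was seen. So were the tests of dividing cells in MAHS replicate 3 and of GC content. The removal of the gene length trend and the set of genes called by DESeq2 for describing the MAHS libraries were also added after seeing the data. The other tests here were set beforehand.

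MAHS replicate 2 lay farthest from the AcGFP1 libraries. Among the 489 genes higher with DESeq2, it was the farthest MAHS library in 79.3%, with a median log2 distance of 3.17 against 1.23 in replicate 1 and 1.81 in replicate 3. Its voom quality weight was 0.107, against 0.585 to 5.17 in the other libraries. The 20 most abundant genes took 15.4% of its counts against 12.6% in MAHS replicate 3, 10.8% to 11.1% in the AcGFP1 libraries and a share between those of replicates 2 and 3 in MAHS replicate 1. A few genes taking most of the counts is argued against, since that difference can shift the other genes by at most 0.0768 on the log2 scale, while replicate 2 lay 1.36 beyond the next MAHS library. A mislabelled AcGFP1 sample is argued against as well. Of the genes called by DESeq2 without replicate 2 and 1 AcGFP1 library, 84.7% to 88.5% went the same way in replicate 2, against 53.9% to 68.8% in the AcGFP1 library left out. Cells of another line and MAHS-expressing cells of this line cannot be told apart by the 704 genes called without replicate 2. Of these, 83.5% went the same way in it, but genes chosen against these AcGFP1 libraries tend to do so in any other cells. No other line was sequenced for comparison. Along chromosome 1, replicate 2 shared the side of the other MAHS libraries in 12 of 12 bins of the first part and 8 of 9 of the second. The first part says little on this, because replicate 2 was below 0 in most bins of other chromosomes too. The second part runs against that lean and argues against another line, for the genes of its bins only. Replicate 2 was also part of the mean that set the split, and its median in the second part was small, at 0.15. The other stretches are divided. On chromosome 3 replicate 2 was at −0.60, but its dim genes there were at −0.02. On chromosome 17 its genes not called by DESeq2 were at −0.41. If unaffected cells had been mixed into the other MAHS libraries, lower genes would keep as much of the AcGFP1 level as the higher genes miss of the rise. In replicate 3 they kept 19.7% (bootstrap interval 15.0 to 25.7) while 81.1% of the rise was missing, and in replicate 1 they kept 67.7% (64.9 to 72.2) while 90.9% (89.5 to 92.0) was missing. Both argue against this as the whole cause, in replicate 1 by a narrower margin, and mixing that accounts for part of the distance of replicate 1 stays open. Fewer dividing cells in the plating of replicate 2 remain a candidate explanation, with its proliferation median of −5.26. They do not explain why replicate 3 lies farther out than replicate 1, since the proliferation median of replicate 3 was 0.50.

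Of the 10 ways to split the 6 libraries into groups of 3, 1 gave as many genes past the threshold as the real split, the real one itself, which called 2 genes with edgeR against 0 in the other 9. With DESeq2 the real split called 665 genes and the others at most 12. With 10 splits a share under 0.05 is out of reach, so a grouping by chance cannot be told apart from the genotype by this test.

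Among genes past the fold change threshold at an unadjusted p under 0.05, 70.2% were higher in MAHS. The excess rests largely on MAHS replicate 2, since with all libraries 808 such genes were higher and 343 lower, and without that library 626 and 488. With limma-voom and quality weights they were 583 and 480. Gene length bias and GC content bias are argued against as the whole cause, since the share was 70.0% with the trend in length removed and 69.8% with the trend in GC content removed. Across genes, which are not independent replicates, Spearman's rho of the log2 fold change was 0.127 with length and 0.045 with GC content.

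Lower activity of HIF, which drives glycolytic genes and targets outside glycolysis alike, was tested as an explanation of the lower glycolytic genes. HIF targets outside glycolysis had a median log2 fold change of −0.02, with 14 of 23 lower (camera, adjusted p = 0.188), and medians of −0.24, 0.39 and −0.55 in MAHS replicates 1, 2 and 3. Without MAHS replicate 2 the adjusted p was 0.00122, with a median of −0.32, and without MAHS replicate 3 the median was 0.06. Lower HIF activity and another cause cannot be told apart, because the direction of these targets differs between the MAHS libraries. The list holds no gene that the study names or draws in Fig. 2, so PDK1, SLC2A1 and BNIP3 were not among these targets. In each of those genes every MAHS library lay below every AcGFP1 library, as genes chosen on these libraries tend to.

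Other assay values in Supplementary Data S2 are drawn in the paper's main figures. Calcium in osteogenic medium was 65.6 ± 51.6 (SD, n = 5) in AcGFP1 and 196 ± 51.3 in MAHS at DIV14, with an exact permutation p of 0.0159 (two-sided, adjusted 0.0952). At DIV20 it was 562 ± 120.1 and 1202 ± 323 (SD, n = 5, exact permutation p = 0.00794, adjusted 0.0714). In control medium at DIV14 it was 0.865 ± 1.93 in AcGFP1 and 13.3 ± 5.64 in MAHS, with all 5 MAHS values above all AcGFP1 values (exact permutation p = 0.00794, the smallest possible, adjusted 0.0714), and at DIV20 it was 68.4 ± 12.7 in AcGFP1 and 42.0 ± 27.1 in MAHS (exact permutation p = 0.0873, adjusted 0.129). ATP luminescence was 2004 ± 124 (SD, n = 3) in AcGFP1 and 878 ± 173 in MAHS. Basal cAMP was 3.38 ± 0.394 and 0.905 ± 0.267 (SD, n = 3), and with forskolin 12.5 ± 0.0964 and 5.32 ± 0.639. For ATP and for both cAMP comparisons the exact permutation p was 0.1 (two-sided, n = 3), the smallest possible, and all 3 MAHS values lay below all AcGFP1 values. The genotype difference in cAMP was −2.47 in basal medium and −7.20 with forskolin, but on the log2 scale it was −1.93 and −1.24, so which medium shows the larger difference depends on the scale. Permuting genotype within each medium gives no test of this, since both differences are large and of the same sign. The BODIPY genotype difference was larger with Compound C than in basal medium by 5.34, and both were above 0. The paper tests Compound C apart from basal medium, so a difference between experiments may be part of that value.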
